# Reduction of photosynthetic sensitivity in response to abiotic stress in tomato is mediated by a new generation plant activator

**DOI:** 10.1186/1471-2229-13-108

**Published:** 2013-07-30

**Authors:** Jason J Wargent, Douglas A Pickup, Nigel D Paul, Michael R Roberts

**Keywords:** Photosynthesis, Abiotic stress, Priming, Tomato, Transcriptomics, Potassium dihydrojasmonate, Sodium benzoate, L-arginine

## Abstract

**Background:**

Yield losses as a result of abiotic stress factors present a significant challenge for the future of global food production. While breeding technologies provide potential to combat negative stress-mediated outcomes over time, interventions which act to prime plant tolerance to stress, via the use of phytohormone-based elicitors for example, could act as a valuable tool for crop protection. However, the translation of fundamental biology into functioning solution is often constrained by knowledge-gaps.

**Results:**

Photosynthetic and transcriptomic responses were characterised in young tomato (*Solanum lycopersicum* L.) seedlings in response to pre-treatment with a new plant health activator technology, ‘Alethea’, followed by a subsequent 100 mM salinity stress. Alethea is a novel proprietary technology composed of three key constituent compounds; the hitherto unexplored compound potassium dihydrojasmonate, an analogue of jasmonic acid; sodium benzoate, a carboxylic acid precursor to salicylic acid, and the α-amino acid L-arginine. Salinity treatment led to a maximal 47% reduction in net photosynthetic rate 8 d following NaCl treatment, yet in Alethea pre-treated seedlings, sensitivity to salinity stress was markedly reduced during the experimental period. Microarray analysis of leaf transcriptional responses showed that while salinity stress and Alethea individually impacted on largely non-overlapping, distinct groups of genes, Alethea pre-treatment substantially modified the response to salinity. Alethea affected the expression of genes related to biotic stress, ethylene signalling, cell wall synthesis, redox signalling and photosynthetic processes. Since Alethea had clear effects on photosynthesis/chloroplastic function at the physiological and molecular levels, we also investigated the ability of Alethea to protect various crop species against methyl viologen, a potent generator of oxidative stress in chloroplasts. Alethea pre-treatment produced dramatic reductions in visible foliar necrosis caused by methyl viologen compared with non-primed controls.

**Conclusions:**

‘Alethea’ technology mediates positive recovery of abiotic stress-induced photosynthetic and foliar loss of performance, which is accompanied by altered transcriptional responses to stress.

## Background

Plants are necessarily exposed to a variety of stresses throughout growth, many of which have a detrimental effect on growth and development. As a consequence, plants have evolved an equally wide variety of defence systems to minimise the negative impacts of stress. The development of technologies that exploit natural plant stress responses has never been of greater importance, as efforts are made to strengthen food crop provision for a growing global population in the face of current and future food supply insecurities [1,2]. Threats to plant productivity are routinely imposed by biotic stresses such as herbivory and pathogenic disease [3,4], but abiotic factors, such as temperature, drought and salinity stress, pose the greatest restriction on crop production [5]. Although new genotypes provided by both conventional breeding and genetic modification technologies offer key steps forward, practical challenges still remain regarding the uptake and provision of breeding technologies [6]. Enhancing our mechanistic understanding of plant responses to environmental stimuli in order to augment existing grower practices is therefore one important route to closing the perceived yield gap of global food crop production. Although active intervention to buffer consequential yield losses due to stress has always been an explicit component of food crop cultivation practice (e.g. the use of applied agro-chemical compounds), over time more sustainable approaches directly exploiting fundamental plant responses in crop species have been developed. These include, for example, the use of partial root-zone irrigation strategies to increase water use efficiency in crops such as maize and tomato [7,8], or the early stage exposure of leafy vegetable crops to solar ultraviolet radiation to drive enhanced photoprotection and photosynthetic productivity [9].

Equally, there is currently marked opportunity to exploit those increasingly well-defined plant signalling responses to biotic stress in order to enhance plant tolerance. For example, the exploitation of non-pathogenic rhizobacteria for induced resistance against the necrotroph *Botrytis cinerea* has been successfully demonstrated in grapevine using mutant strains of *Pseudomonas fluorescens* and *P. aeruginosa*[10]. Considering potential limitations in the application of a biotic agent to induce a desired state of enhanced plant stress protection, the use of chemical elicitors to mediate tolerance or resistance to biotic stress is increasingly receiving attention [11]. For example, it is now well established that applications of the non-protein amino acid beta-aminobutyric acid (BABA) can enhance stress responses to a variety of stimuli including drought stress and disease infection [12,13]. Despite such advances, large scale applications of ‘activator’ compounds often do not represent an economically viable option. ‘Alethea’ is a novel proprietary technology composed of three key constituent compounds; the hitherto unexplored compound potassium dihydrojasmonate (PDJ), an analogue of jasmonic acid (JA); sodium benzoate (SB), a carboxylic acid precursor to salicylic acid (SA), and the α-amino acid L-arginine (Arg) (Additional file 1). The roles of the jasmonate and salicylate groups of phytohormones have been the subject of extensive focus to date, principally with regard to cellular biosynthesis, transport and perception [14,15], and particularly, the involvement of both groups in plant defence; [16-18]. Alethea is categorised as a ‘plant health regulator’ in the alleviation of abiotic plant stress, yet has not been the focus of any published studies to date. Knowledge of the capability of technologies such as Alethea in limiting the impact of abiotic stress, and elucidation of the mechanistic nature of any induced resistance to stress, might represent a step forward in the development of plant additives which could help reduce crop losses. In order to characterise the effects of Alethea on plant biology, we focussed first on stress caused by salinity. It has been estimated that around 8% of the world’s food crop productivity could be affected by elevated Na^+^ levels [19], via an often temporally separated combination of osmotic (rapid) and ionic (acute) effects on plant growth, including reductions in stomatal aperture and net photosynthetic rate [20], in addition to longer term consequences for shoot growth [21]. The managed induction of enhanced plant tolerance to salinity has received some attention to date. For example, Jakab and colleagues [22] demonstrated reduced sensitivity to both salinity and drought stress following treatment of Arabidopsis seedlings with BABA, demonstrating an abscisic acid (ABA)-dependent response mediating protective effects. In addition, colonisation of *Populus canescens* with the ectomycorrhizal fungus *Paxillus involutus* led to increased accumulation of both ABA and SA under salinity stress [23], and previous studies have raised the possibility that JA-dependent processes may confer enhanced plant tolerance to salt-mediated effects [24].

Here, we investigated the impact of Alethea treatment in tomato plants under salinity stress. Photosynthetic and related plant gas exchange variables demonstrated a clear protective effect of Alethea, and our subsequent transcriptomics approach identified a number of genes responsive to Alethea application plus a modification of the salt stress response in the presence of Alethea. On the basis of the results, we extended our investigation to evaluate the protective effects of Alethea in response to another model photosynthetic stress, the reactive oxygen species-generating methyl viologen (paraquat). Alethea dramatically reduced the extent of necrosis in a number of key crop species following application of methyl viologen, indicating a general protection against oxidative stress by Alethea. This study provides further knowledge regarding responses to salinity stress at the transcriptome level, and confirms the potential for the use of a novel plant activator-based approach to crop protection.

## Results

### Alethea regulates photosynthetic protection against salinity stress

Salinity stress is known to lead to deleterious consequences for photosynthetic performance [25]. We first characterised the protective effects of the Alethea plant activator by measuring various leaf level gas exchange parameters in young tomato plants for a period of 8 days, with Alethea and salinity stress (100 mM) applied twice in total during that period. There were no differences in photosynthetic or transpiration rates, stomatal conductance, or internal leaf CO_2_ concentration between Alethea-treated and non-Alethea treated control plants 24 h following Alethea treatment, i.e., immediately prior to application of salinity stress (Net photosynthesis: Alethea = 16.28 ± 0.27 μmol CO_2_ m^-2^ s^-1^, H_2_O = 15.91 ± 0.30 μmol CO_2_ m^-2^ s^-1^; *P* > 0.05). Following salt treatment, salinity stress caused a marked reduction in various gas exchange variables, notably in non-Alethea treated control plants, where overall photosynthetic rate was significantly reduced by salinity across the measurement period (*P* < 0.001; Figure 1A), and on a time-point basis, photosynthetic rate had decreased by 47.3% by Day 8 as compared to Day 0 values (*P* < 0.001; Figure 1A). Similarly, transpiration rate was decreased in response to salt treatment over the whole measurement period (*P* < 0.001; Figure 1B), and was significantly reduced by 38.5% by Day 8 (*P* < 0.001; Figure 1B). Stomatal conductance was significantly lower in response to salinity stress across the measurement period (*P* < 0.001; Figure 1C), and was significantly decreased by 48.3% at Day 8 (*P* < 0.001; Figure 1C). In Alethea treated plants, overall photosynthetic rate was still somewhat reduced in response to salt (*P* < 0.05; Figure 1A), but was significantly higher than non-primed salt-treated control plants across the entire measurement period (*P* < 0.001, Figure 1A), with significant increases in photosynthetic rate compared to non-Alethea salt treated plants observed on Days 4, 6, and 8 of 12.3, 25.5, and 18.4% respectively (*P* < 0.05, *P* < 0.001, *P* < 0.01; Figure 1A). Transpiration rate was significantly higher in Alethea-primed salt treated plants across the whole measurement period compared to controls (*P* < 0.001; Figure 1B), and particularly on Day 6, where Alethea-treated plants exhibited a 16.2% increase in transpiration rate as compared to salinity-stressed control plants (*P* < 0.01; Figure 1B). Similarly, stomatal conductance was significantly elevated in Alethea-treated plants across the measurement period (*P* < 0.001; Figure 1C), with a 17.4% increase in stomatal conductance rate by Day 6 as compared to non-Alethea treated controls (*P* < 0.001; Figure 1C). Internal CO_2_ concentration did not alter according to Alethea treatment in response to salinity stress during the measurement period (*P* > 0.05; Figure 1D). In summary, treatment of tomato plants with Alethea leads to a marked increase in photosynthetic tolerance towards subsequent salinity stress.

**Figure 1:**
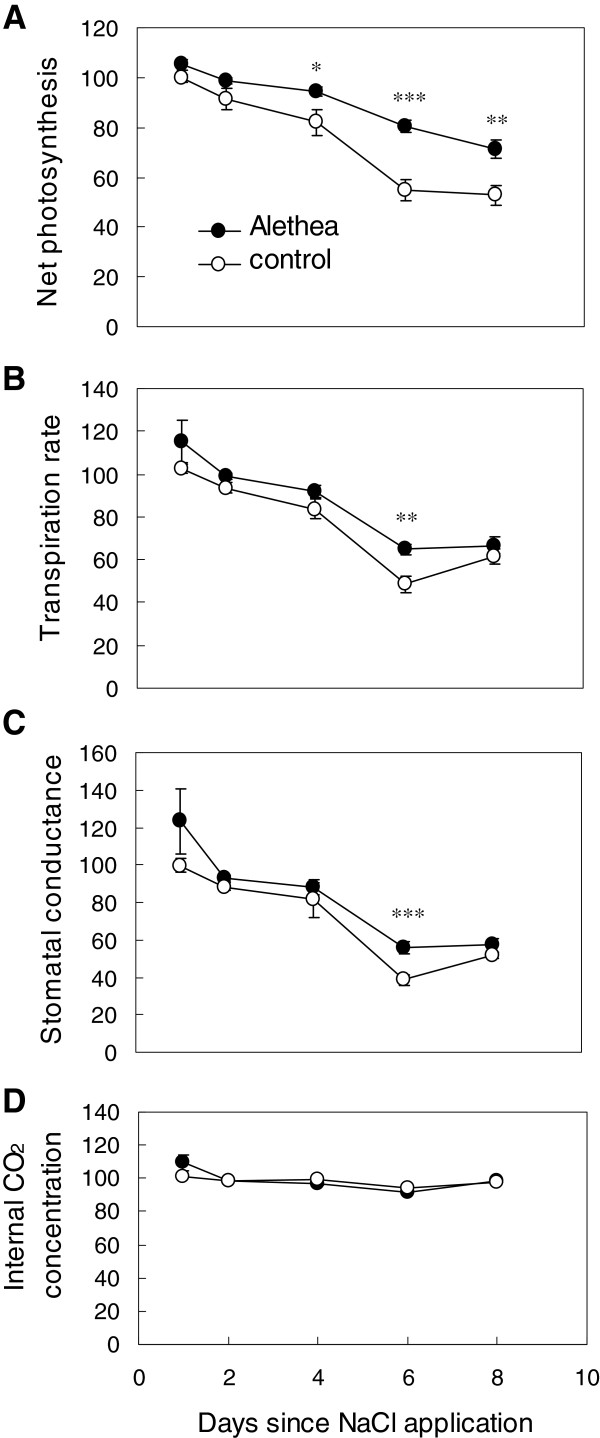
**Photosynthetic performance in primed and salt stressed tomato plants.** Gas exchange parameters as a percentage (%) of non-NaCl treated control plants were characterised in 30 day old tomato plants from application of NaCl and for eight days subsequently, following priming application of ‘Alethea’ 24 h prior to Day 0, where plants were subjected to a 100 mM salinity treatment. Both Alethea and salinity treatments were then repeated exactly as before 5 d following original treatment days (Day 4 = Alethea, Day 5 = salinity), with plants watered with H_2_O only on all other days in order to replace transpirational losses. **(A)** Net photosynthesis, **(B)** transpiration rate, **(C)** stomatal conductance, **(D)** internal CO_2_ concentration. Asterisks indicate pair-wise significant differences at * P < 0.05, ** P < 0.01, *** P < 0.001. Values are the average of 10 individual plants with standard errors.

### Alethea drives transcriptional reprogramming and modifies the response to salinity

In order to examine the impact of Alethea on the plant response to salt at the molecular level and to develop an understanding of the mechanisms underlying its protective effect on leaf physiology, we performed a transcriptomic analysis using Affymetrix Gene Chip technology. Plants were pre-treated with water or Alethea, and then subjected to control (water) or salt treatments 24 h later. After a further 24 h, leaf tissues were harvested for microarray analysis. 

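Leaf RNA from 4 groups of tomato plants was measured on 12 arrays, 3 per group, with leaves of 3 plants pooled for each array. Plants were given water and then water (WW), water and then 100 mM NaCl (WS), Alethea and then water (AW), or Alethea and then NaCl (AS). Each group was sampled on 3 separate occasions, numbered here as replicates 1, 2 and 3. The authors normalised the array signals with GCRMA, and the deposited table holds log2 values for 10209 probe sets. The filter described in the methods, a mean log2 value above 3.2 in at least 1 group, kept 7779 probe sets. Changes were tested with limma, with the occasion as a block and p-values adjusted by the Benjamini-Hochberg method. The salt effect was the mean of WS minus WW and AS minus AW, and the Alethea effect was the mean of AW minus WW and AS minus WS. Rank Product, the method of the paper, was run on the 6 within-occasion pairs of each factor. In simulated data of this design, a larger share of its calls was false than the false discovery rate set. Its estimated false discovery rates may therefore be too low wherever they are given. Gene names came from the array's symbol table, which names 909 of the probe sets, or from the paper's additional files, where many names are those of a match in another species. Lists of named genes were tested with camera, and their members were chosen by hand from the symbol table after it had been read and before any fit. The arrays of 1 occasion deviated from their group means together, with r from 0.44 to 0.88 across probe sets, which are not independent replicates. The bacterial hybridisation controls averaged 12.47 in the WW array and 12.41 in the WS array of occasion 2, and 10.79 to 11.69 in the other arrays. With 3 arrays per group, the number of arrays limits the precision of each change.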

Genes responding to either Alethea or salinity treatment were identified from the appropriate pair-wise comparisons using Rank Product analysis [26] with a 5% false discovery rate used to define differentially-regulated probe sets. This approach revealed a total of 223 probe sets responsive to salt and 388 that were regulated by Alethea treatment. 

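After Alethea, the largest rises included a regulator of gene silencing, a miraculin-like protein and the extracellular ribonuclease RNALE. Their log2 changes were 3.10 (SE 0.69), 2.61 (SE 0.40) and 1.90 (SE 0.17), with limma adjusted p-values of 0.0398, 0.0232 and 0.0119. The gene silencing regulator averaged 2.04 in WW and 1.93 in WS plants, under the filter value of 3.2, so the size of its rise is uncertain. The transcripts for ctu1, a ubiquitin conjugating enzyme interacting protein, a ripening regulated protein and a calmodulin binding protein rose by 1.92, 2.11, 1.51 and 1.42 log2 units. The calmodulin binding probe set averaged 2.85 in WW and 2.66 in WS plants, and the ubiquitin one 2.87 in WS plants, also under 3.2. In occasions 1, 2 and 3 they changed by 0.17, 1.95 and 2.15, and by 0.21, 3.52 and 2.59. Among probe sets changed the same way in all 6 pairs, the largest falls included a pectin methylesterase of cell wall pectin (-1.59, SE 0.33, adjusted p = 0.0358) and a polygalacturonase-like protein (-1.17). Acetolactate synthase of branched-chain amino acid synthesis, an orcinol O-methyltransferase, Pm27 and an elongation factor 1-alpha also fell (-1.13, -1.11, -1.09 and -1.07). F-box PP2-B15, lower in 5 of 6 pairs, had a larger change of -4.30 (adjusted p = 0.0477). The gene silencing regulator changed by 0.26 in occasion 1 and by 4.27 and 4.77 in occasions 2 and 3, while RNALE rose by 1.75, 1.75 and 2.21. In all, limma called 278 probe sets higher and 358 lower after Alethea, and 2482 had an unadjusted p under 0.05, where chance would give 389. With means per pre-treatment and occasion, which allow for arrays of 1 pre-treatment being alike, limma called 0 (smallest adjusted p 0.22, with 1506 at an unadjusted p under 0.05). For salt, limma called 0 probe sets higher and 3 lower, with 1092 at an unadjusted p under 0.05. Rank Product called 114 higher and 117 lower under salt, and 198 higher and 173 lower after Alethea. Of the probe sets in the paper's own list, which was chosen on these same arrays and is not independent evidence, limma called 202 of 386 for Alethea and 3 of 223 for salt. The Alethea arrays differed in another respect, since the 3′ minus 5′ difference of the actin control was larger by 0.65 (SD 0.41) in 6 of 6 pairs. Whether the RNA or the plants differed cannot be told apart. Without occasion 2 or without occasion 3, limma called 0 probe sets for Alethea, with 1360 and 1450 at an unadjusted p under 0.05 and 88 and 78 called by Rank Product.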

There were 51 probe sets common to both responses. 

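SIEP1L, a protein named in the paper's additional files, was the 1 probe set that limma called for both factors. It fell under salt (log2 change -1.22, SE 0.12, adjusted p = 0.00928) and rose after Alethea (1.18, SE 0.12, adjusted p = 0.012), each in 6 of 6 pairs. Rank Product called 51 probe sets for both factors, where 11 would be expected if the calls were independent. Of these, 14 were higher for both, 14 were lower for both, 14 were lower under salt and higher after Alethea, and 9 were higher under salt and lower after Alethea. For each of these 4 pairs of directions, 2.54 to 2.98 would be expected if independent. Rank Product ranks changes without regard to their spread, so variable probe sets can be called for both factors by noise. The excess over 11 therefore does not show a shared response. An Avr9/Cf-9 rapidly elicited protein, from a family induced in defence, changed by -1.41 under salt and 1.20 after Alethea, and an LBM1-like MYB factor by -0.66 and 0.83. A cyclin-dependent protein kinase (-0.99 and -0.93) and a glycosyl transferase (-0.94 and -0.68) were lower for both. None of these last 4 passed limma for either factor, and 383 probe sets had an unadjusted p under 0.05 for both. The MYB factor read 2.03 to 2.90 in the WW, WS and AS arrays, under the filter value of 3.2. Also under it were the means of the Avr9/Cf-9 protein in WS plants (3.04) and of the glycosyl transferase in AS plants (2.75). With any 1 occasion left out, limma called 0 or 1 probe sets for salt, and the salt call of SIEP1L was lost each time. Its Alethea call was lost without occasion 2 or occasion 3, as was every Alethea call of limma.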

The full list of differentially-regulated genes is provided in Additional file 2. Amongst the genes differentially-regulated by salinity, we could identify a substantial number that had previously been identified as salt responsive in tomato [27], including several transcription factors, cell wall proteins and cell wall-modifying enzymes and various stress-related genes. 

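Among transcription factors, JA2, a NAC domain protein induced by jasmonate and abscisic acid, had a log2 change of 1.81 (SE 0.37) under salt, in 6 of 6 pairs. A zinc ion binding factor changed by 1.05 (SE 0.15), ethylene-responsive factor 1 by -0.98 (SE 0.27) and a WRKY53-like factor by -0.92 (SE 0.38). Among stress-related and wall proteins, seed maturation protein PM35 (0.95) and the tubulin TUB8 (0.84) were higher, and the EDGP precursor, a secreted glycoprotein (-1.53), and a blue copper domain protein (-1.30) were lower. Rank Product called all 8 of these probe sets, with estimated false discovery rates of at most 0.0045. These rates may be too low. In simulated data, Rank Product for salt called 82 unchanged probe sets beside 97 and 100 changed ones. In limma their adjusted p-values lay between 0.0555, for the zinc ion binding factor, and 0.327, for the WRKY53-like factor. The ABA response list (3 probe sets), the heat shock proteins (7), the ion transport genes (4) and the cell cycle genes (10) did not differ from other probe sets in camera. Their adjusted p-values were 0.324, 0.417, 0.235 and 0.769. The named genes were taken from the Rank Product calls after limma was seen to call few probe sets for salt.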

One of the largest changes in expression we observed was the down-regulation of proline oxidase, a well known response to drought and osmotic stress consistent with an accumulation of proline which acts as a compatible osmolyte [28]. 

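Proline oxidase (PDH), which starts the breakdown of proline, had mean log2 values of 7.45 (SD 1.03) in WW and 4.33 (SD 0.49) in WS plants, with 3 arrays each. After Alethea the means were 7.14 (SD 0.55) without salt and 4.97 (SD 0.40) with salt. Over both pre-treatments the transcript fell by 2.65 log2 units (SE 0.25, limma adjusted p = 0.00928), a 6.27-fold change, in 6 of 6 pairs. The change was -3.12 without Alethea and -2.17 after it, and the difference between them, 0.95 (SE 0.50), did not pass the interaction test (adjusted p = 1). Among the probe sets that limma called for salt it was the largest change, ahead of a probe set without a gene name at -1.93. Leaving out occasion 1, 2 or 3 gave limma adjusted p-values of 0.12, 0.14 and 0.71, and the call was lost each time. In those fits limma called 1, 0 and 0 probe sets for salt, so the loss says nothing about this gene in particular. Its changes were -2.18, -3.17 and -2.59 in occasions 1, 2 and 3.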

Analysis of the differentially-expressed gene sets using gene ontology (GO) classifications identified several biological processes that appear to be regulated by Alethea or salinity (Table 1). 

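Receptors of ethylene were higher under salt, with log2 changes of 0.76 (SE 0.28) for ETR4, 0.65 (SE 0.14) for ETR5 and 0.67 (SE 0.13) for ETR3, each in 6 of 6 pairs. ETR4 and ETR5 averaged 2.70 and 2.67 in WW plants, and ETR5 3.06 in AW plants, under the filter value of 3.2, as did the first lysine-ketoglutarate reductase probe set in WW (2.64) and AW (2.21) plants. Protein phosphatases 2C, known as negative regulators of abscisic acid signalling, were higher on 4 probe sets, by 0.59 to 0.79. Among protease inhibitors, the metallocarboxypeptidase inhibitor (1.25), aspartic protease inhibitor 1 (1.14 and 0.59), proteinase inhibitor II (0.83) and TR8 (0.55) were higher. The lysine-ketoglutarate reductase of lysine breakdown was higher on both of its probe sets (0.95 and 0.71), mainly in occasion 3 (1.79 and 1.88, against 0.22 and 0.07 in occasion 1). All these probe sets were called by Rank Product, and none by limma, where the smallest adjusted p was 0.0506, for a phosphatase 2C. The jasmonate response markers, a list that includes proteinase inhibitor II and TR8, had a median change of 0.63, with 8 of 8 probe sets above 0 (camera adjusted p = 0.00119). That call was lost at an adjusted p = 0.421 with an estimated correlation. Xyloglucan endotransglycosylases, which cut and rejoin wall xyloglucan, were lower as a list of 12 probe sets, with a median of -0.58 and 2 of 12 probe sets above 0. The camera adjusted p was 4.62e-05, and adjusted p = 0.05 with an estimated correlation, which did not pass. Examples were XTH16 on 3 probe sets (-1.15, -1.10 and -0.77) and XTH9 (LOC543916; -0.98), and 5 probe sets passed limma when adjusted over the list alone. The ethylene receptor, signalling and AP2/ERF list did not pass in camera (24 probe sets, adjusted p = 0.0616). Neither did the list of pectin-modifying enzymes and beta-galactosidases, most of them the latter (9 probe sets, camera adjusted p = 0.31).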

GO terms over-represented amongst genes up-regulated by salinity treatment include protease inhibitors, ethylene receptors and genes involved in amino acid catabolism and negative regulation of ABA signalling, whilst genes involved in cell wall organisation, and in particular xyloglucan endotransglycosylases (XETs), were down-regulated. For Alethea treatment, “response to biotic stimulus” , “defense response” and “response to stress” were over-represented amongst up-regulated genes. However, within those groups, we did not identify significant numbers of genes typically associated with either JA or SA signalling pathways, such as JA or SA biosynthesis genes, or classic markers for JA-responses in tomato such as proteinase inhibitors, polyphenol oxidase, leucine amino peptidase, threonine deaminase, or SA markers such as PR genes.

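A chitinase/lysozyme, an enzyme that attacks fungal and bacterial walls, rose after Alethea by 1.43 log2 units (SE 0.21, limma adjusted p = 0.0226). Also higher were NP24, an osmotin-like protein (1.12, SE 0.22, adjusted p = 0.0335), and the stress-induced TSI-1 (0.90, SE 0.14, adjusted p = 0.0226). STH-2, a relative of the PR-10 proteins, rose by 0.67 (SE 0.08, adjusted p = 0.0197) in 6 of 6 pairs. A PR5 thaumatin-like protein had a change of 2.40 (SE 0.76), made up of -0.01 in occasion 1, 2.77 in occasion 2 and 4.46 in occasion 3, and an adjusted p of 0.0751. Of the 14 probe sets in the list of salicylate and pathogenesis-related genes, 13 were above 0, with a median of 0.26, and 2 were called by limma, as they were when adjusted over the list alone. As a list they were higher than other probe sets (camera adjusted p = 0.0148), a call lost at an adjusted p = 0.608 with an estimated correlation. The fry test of the list gave an adjusted p of 0.0271. The heat shock proteins, with HSP17.4 at 1.48 and the mitochondrial small heat shock protein MTSHP at 0.92, did not pass as a list (adjusted p = 0.392). In the same arrays the 3′ minus 5′ difference of the GAPDH control was larger after Alethea by 0.16 (SD 0.09) in 6 of 6 pairs. None of the calls of single genes held without occasion 2 or without occasion 3, and neither did any other Alethea call of limma.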

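Leucine aminopeptidase A1, a wound-induced marker of jasmonate, rose after Alethea by 1.24 log2 units (SE 0.24, limma adjusted p = 0.0307), in 6 of 6 pairs. Polyphenol oxidase F had a change of 1.55 (SE 0.57, adjusted p = 0.106) and was called higher by Rank Product (estimated false discovery rate 0.0015). Its changes were 0.27, 3.44 and 0.92 in occasions 1, 2 and 3. Threonine deaminase 2 changed by 0.67 (SE 0.30, adjusted p = 0.165), proteinase inhibitor II by 0.50 and TR8 by 0.37, and neither method called them. Taken as a list, the 8 probe sets of jasmonate response markers had a median of 0.58, all above 0, and limma called 2 of them, or 3 when adjusted over the list alone. The list includes both probe sets of arginase 2 (1.35 and 1.07), of which limma called the first, and it does not hold polyphenol oxidase F. The list was higher than other probe sets in camera (adjusted p = 0.0117), but at an adjusted p = 0.608 with an estimated correlation the call was lost. Jasmonate biosynthesis genes had a median of 0.14, with 0 of 5 probe sets called by limma or by Rank Product (camera adjusted p = 0.403). The leucine aminopeptidase call did not hold without occasion 2 or without occasion 3, and neither did any other Alethea call of limma.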

**Table 1:** Enriched GO terms from the tomato function, process and component ontologies with P-value < = 0.05 (with permutation correction) for genes up- or down-regulated by salt or Alethea treatment

**Expression class**	**Ontology category**	**Gene Ontology term**	**Corrected P-value**
Salt: up-regulated	Function	Protease inhibitor activity	<0.001
	Function	Two-component sensor activity	0.005
	Function	Acetylornithine deacetylase activity	0.037
	Process	Response to stimulus	0.013
	Process	Amino acid catabolic process	0.014
	Process	Peptidyl-histidine phosphorylation	0.024
	Process	Negative regulation of abscisic acid mediated signaling	0.025
	Process	Nitrogen compound catabolic process	0.027
Salt: down-regulated	Function	Xyloglucan:xyloglucosyl transferase activity	<0.001
	Function	Structural constituent of cell wall	0.037
	Function	Delta12-fatty acid dehydrogenase activity	0.037
	Function	Omega-6 fatty acid desaturase activity	0.037
	Process	Glucan metabolic process	<0.001
	Process	Cell wall organization	0.002
	Process	Cellular carbohydrate metabolic process	0.023
	Component	Extracellular space	<0.001
	Component	Cell wall	<0.001
	Component	Apoplast	0.002
Alethea: up-regulated	Function	Acetyl-coA C-acyltransferase activity	0.022
	Function	Flavonoid 3’,5’-hydroxylase activity	0.028
	Process	Response to biotic stimulus	0.015
	Process	Defense response	0.016
	Process	Response to stress	0.036

Hierarchical clustering was performed to visualise the patterns of regulation of the differentially-expressed genes. By visual inspection of the resulting cluster diagram (Figure 2), we identified nine gene clusters representing distinct combinations of responses to Alethea and salinity (a full list of annotated genes and associated GO terms for each cluster are available in Additional file 3). 

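Transcription factors with higher values after Alethea, with and without salt, included CaWRKY1-like, the MYB111-like probe set with the larger change and a NAC domain protein, which are in the paper's Cluster 7. Over the 163 filtered probe sets of that cluster, the median log2 change after Alethea was 0.96 without salt and 1.12 with it, and after salt it was -0.05 and 0.07. Limma called 81 of them for Alethea and 0 for salt. Pectin methylesterase, acetolactate synthase and glutamyl-tRNA reductase, an early enzyme of chlorophyll synthesis, are in Cluster 4. The 131 probe sets of Cluster 4 had median changes after Alethea of -0.72 without salt and -0.99 with it, and 87 were called by limma. The clusters were formed on these arrays and are not independent evidence of these directions. The interaction test called 0 probe sets in either cluster, with 3 in Cluster 4 and 1 in Cluster 7 at an unadjusted p under 0.05.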

The largest two clusters (Clusters 4 and 7) represent genes which respond to Alethea treatment independently of salinity stress. Clusters 1 and 8 meanwhile, contain genes that are regulated by salinity. These responses are largely independent of Alethea, although there is some evidence of an attenuation of the magnitude expression of salt-induced genes by Alethea pre-treatment. 

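JA2, the metallocarboxypeptidase inhibitor, acetylornithine deacetylase and ETR3 are in Cluster 8, and proline oxidase, XTH16 and BR1 are in Cluster 1. The 65 probe sets of Cluster 8 had a median log2 change under salt of 0.89 without Alethea and 0.53 after it. For 57 of the 65, the change was smaller after Alethea, and all 65 kept their sign. JA2 changed by 1.83 without Alethea and 1.80 after it, while PM35 changed by 1.44 and 0.46 and the metallocarboxypeptidase inhibitor by 1.69 and 0.82. The 46 probe sets of Cluster 1 had medians of -0.80 and -0.75, and 27 of them were smaller after Alethea. No probe set of either cluster passed the limma interaction test (smallest adjusted p = 1), and 3 of Cluster 8 and 0 of Cluster 1 had an unadjusted p under 0.05. The median interaction was -0.38 in Cluster 8 and 0.13 in Cluster 1. Both clusters were chosen on these arrays and are not independent evidence.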

Of the remaining clusters, clusters 2,6 and 9 contain genes that show additive responses to salt and Alethea. 

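ETR4, ETR5, arginase 2, threonine deaminase 2 and TSI-1 belong to Cluster 9, FLA2 to Cluster 2, and SIEP1L, XTH9 (LOC543916) and ERF-H1 to Cluster 6. In Cluster 9 (47 probe sets) the median log2 changes were 0.69 and 0.62 for salt without and after Alethea, and 0.69 and 0.63 for Alethea without and with salt. In Cluster 2 (34 probe sets) the corresponding medians were -0.54, -0.74, -0.60 and -0.80. Cluster 6 (34 probe sets) was lower for salt (-0.60 and -0.78) and higher for Alethea (0.78 and 0.51). Limma called 8, 7 and 3 probe sets of Clusters 9, 2 and 6 for Alethea, and 1 probe set of Cluster 6 for salt. The median interactions were -0.09, -0.23 and -0.26, and 0 probe sets of these clusters passed the limma interaction test. At an unadjusted p under 0.05 there were 1, 0 and 1. Membership was decided on these same arrays.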

Two clusters, however, represent more complex interactions between salt and Alethea. Cluster 5 contains genes that are up-regulated by salinity in control plants, but not in plants pre-treated with Alethea, whilst cluster 3 contains genes down-regulated by salt only in control plants. 

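A pair of protein phosphatases 2C, an acetyl-CoA dehydrogenase and a glutaredoxin are in Cluster 5. The phosphatases changed under salt by 0.79 and 0.83 without Alethea and by 0.39 and 0.44 after it, and the glutaredoxin by 0.27 and 0.31. The dehydrogenase lay under the filter value of 3.2 in the WW, AW and AS groups. Over the 29 probe sets of Cluster 5, the median log2 change under salt was 0.56 without Alethea and 0.26 after it, with 22 smaller after Alethea and 26 of the same sign. The 8 probe sets of Cluster 3 had medians of -0.59 and 0.32, with opposite signs in all 8. The median interaction was -0.40 in Cluster 5 and 0.80 in Cluster 3. Limma called 0 probe sets of these clusters for the interaction, and 3 of Cluster 5 and 4 of Cluster 3 had an unadjusted p under 0.05. Over all probe sets 169 had an unadjusted interaction p under 0.05, where chance would give 389, and the smallest adjusted p was 1. A count under that of chance points to a cautious test. With a block for each occasion and pre-treatment, 256 had an unadjusted limma p under 0.05, and 0 were called. The interaction also has a larger SE than a main effect (0.50 against 0.25 for salt in proline oxidase), so modest differences could be missed. Both clusters were picked on these arrays because of the pattern described.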

Alethea therefore appears to attenuate the salt-responsiveness of these groups of genes. To validate the microarray data, we selected representative genes regulated by Alethea and/or salinity for analysis by reverse transcription (RT) PCR. 

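F-box PP2-B15, a member of a family of ubiquitin ligase subunits, had mean log2 values of 7.14 (SD 3.95) in WW, 6.74 (SD 3.52) in WS, 2.77 (SD 0.47) in AW and 2.50 (SD 0.23) in AS plants, with 3 arrays each. Its change after Alethea was -4.30 (SE 1.08, limma adjusted p = 0.0477), made up of 0.11 in occasion 1, -7.10 in occasion 2 and -5.91 in occasion 3. The xyloglucan endotransglycosylase tXET-B2 had means of 3.33 (SD 0.14), 3.14 (SD 0.51), 6.13 (SD 2.20) and 5.05 (SD 1.20) in the same order. It rose after Alethea by 2.36 (SE 0.54, adjusted p = 0.0412), with 0.61, 3.28 and 3.18 in occasions 1, 2 and 3. ACS1A, an enzyme of ethylene synthesis, had means of 4.04 (SD 0.89), 4.95 (SD 1.41), 5.57 (SD 0.64) and 5.58 (SD 1.22). Its change after Alethea, 1.08 (SE 0.45), had a limma adjusted p of 0.137 and was called higher by Rank Product (estimated false discovery rate 0.0016). The loading control eIF4a lay at 12.14, 12.12, 11.95 and 11.92, with changes of -0.02 for salt and -0.20 for Alethea (adjusted p = 0.215). The F-box PP2-B15 means of AW and AS plants, and the tXET-B2 mean of WS plants, lay under the filter value of 3.2. In occasion 1, F-box PP2-B15 read 2.68 in the WW and 2.75 in the WS array, also under 3.2. A fall after Alethea could therefore not be measured in occasion 1. The WW and WS arrays of occasions 2 and 3 read 8.03 to 10.20. The calls of F-box PP2-B15 and tXET-B2 did not hold without occasion 2 or without occasion 3, and neither did any other Alethea call of limma.

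**Figure D1:**
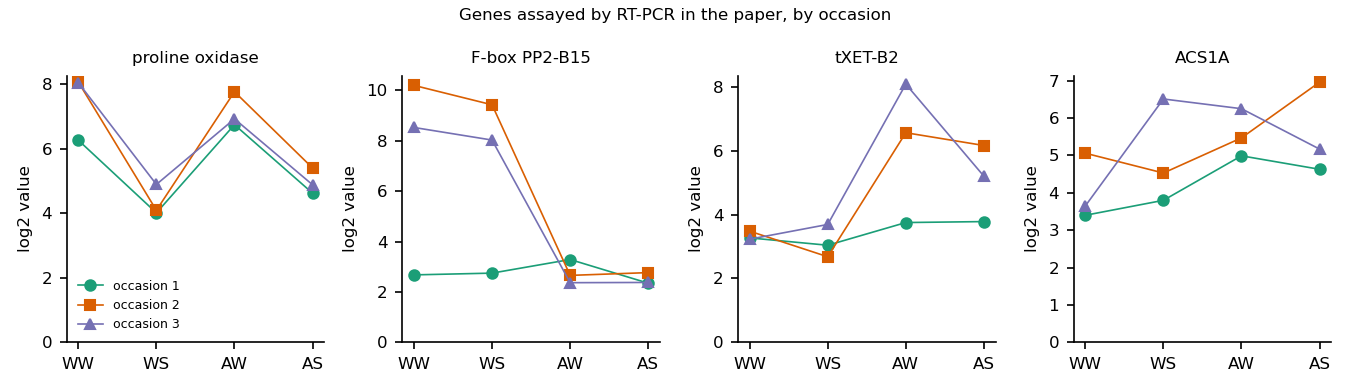
Log2 values of proline oxidase, F-box PP2-B15, tXET-B2 and ACS1A in the WW, WS, AW and AS arrays, with 1 line for each of the 3 occasions. For F-box PP2-B15 the lines of occasions 2 and 3 step down after Alethea. The line of occasion 1 stays level, but it starts at 2.68 in WW, under the filter value of 3.2, so a fall could not show. For tXET-B2 the line of occasion 1 rises less than those of occasions 2 and 3.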

The results (Figure 3) generally show close agreement with the array data.

**Figure 2:**
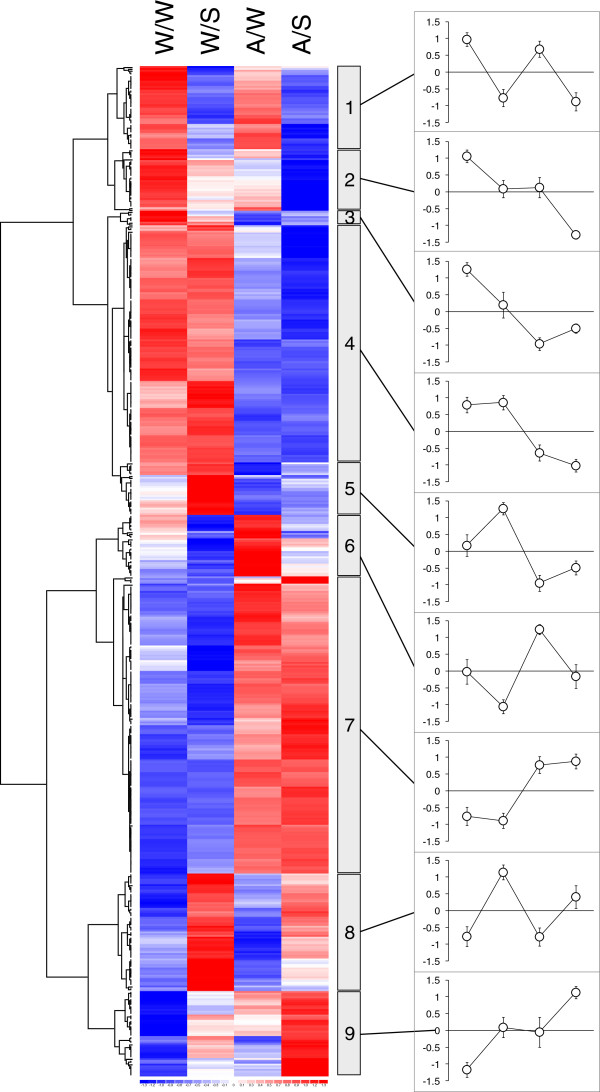
**Hierarchical clustering of differentially-regulated genes.** Heatmap display of the clustered non-redundant list of differentially-regulated probe sets derived from Rank Products analysis. Colour scheme represents standardised expression signals relative to the mean (white) for each probe set, with increasing red intensity representing high levels of expression, and blue, low expression relative to the mean. Clusters of genes showing different patterns of regulation are identified at the right of the cluster diagram, and the respective trends in expression for each cluster are illustrated by mean expression profiles for standardised data (± standard deviation) for all genes within each cluster. Notation designates Pre-treatment/Treatment, where W = water, A = Alethea, S = salt.

**Figure 3:**
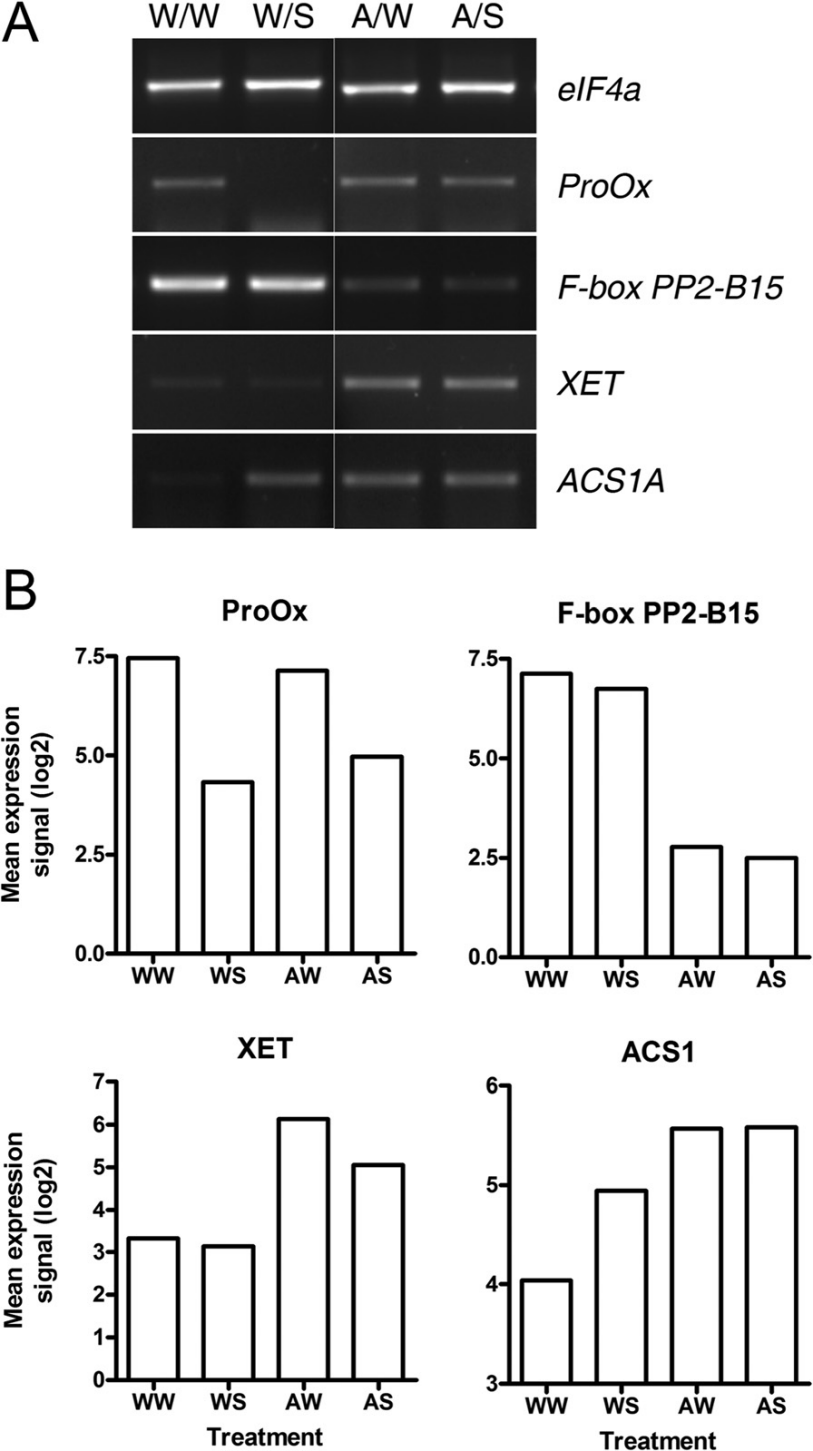
**RT-PCR assays confirm expression of differentially-regulated genes. (A)** RT-PCR products generated using cDNA templates from RNA extracted from one of the microarray replicate experiments. *ProOx*; proline oxidase (Unigene Les.1610), *F-box PP2-B15* (Unigene Les.23296), *XET*; xyloglycan endo-transglycosylase (Unigene Les.429), *ACS1A*; 1-aminocyclopropane-1-carboxylate synthase 1A (Unigene Les.1841). *eIF4a*; eukaryotic translation initiation factor 4a (Unigene Les.5856), is included as an internal loading control. **(B)** Plots of mean Affymetrix log_2_ expression signals from the three replicate microarray experiments for the corresponding genes shown in **(A)**. Notation designates Pre-treatment/Treatment, where W = water, A = Alethea, S = salt.

To gain a better understanding of the biological processes affected by salinity and Alethea, we used MapMan software [29] to display the microarray data on biological pathway maps. Figure 4 presents a visual summary of those groups that were significantly affected under at least one treatment condition, and shows that salinity and Alethea affect distinct collections of biological processes. The full statistical results are provided in Additional file 4. We produced a custom MapMan diagram containing the main differentially-regulated processes to allow easy visual comparisons between treatment effects (Figure 5). Figures 4 and 5 show that Alethea treatment caused significant effects in several areas of the transcriptome. 

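Ethylene-responsive factors linked to defence were higher after Alethea, with log2 changes of 1.60 (SE 0.41) for PTI5, 0.57 (SE 0.14) for PTI4, 0.55 (SE 0.14) for PTI6 and 0.85 (SE 0.20) for ERF-H1. Their limma adjusted p-values were 0.0497, 0.0477, 0.0477 and 0.0425, and PTI5 changed by 0.29 in occasion 1 against 2.31 and 2.20 in occasions 2 and 3. They are 4 of the 24 probe sets for ethylene receptors, signalling and AP2/ERF factors, of which 16 were above 0, with a median of 0.14, and 4 passed when adjusted over the list alone. The list did not pass in camera (adjusted p = 0.105), and it passed in the Wilcoxon rank sum test, the test used by MapMan (adjusted p = 0.0332). Among cytosolic ribosomal proteins, which build the protein-making machinery, 6 of 6 probe sets were above 0, with a median of 0.18. Rpl38 rose by 0.31 (adjusted p = 0.042) and RPS25 had a change of 0.39 (adjusted p = 0.057). The ribosomal list was higher than other probe sets (camera adjusted p = 0.0453), which became an adjusted p = 0.608 with an estimated correlation. The 3′ minus 5′ difference of the EF1-alpha control was larger after Alethea as well, by 0.38 (SD 0.14) in 6 of 6 pairs. The calls of these 4 factors did not hold without occasion 2 or without occasion 3, and neither did any other Alethea call of limma.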

Genes showing up-regulation include those in processes related to biotic stress, ethylene signalling, some transcription factor families and some areas of protein synthesis. Processes in which genes tended to be down-regulated by Alethea include cell wall structure, tetrapyrrole synthesis and redox regulation (particularly glutaredoxins). 

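FLA2, a fasciclin-like arabinogalactan protein of the wall, fell after Alethea on both of its probe sets, with log2 changes of -1.06 (SE 0.23) and -0.78 (SE 0.17) and limma adjusted p-values of 0.0374 and 0.0398. Glutamyl-tRNA reductase of tetrapyrrole synthesis changed by -1.02 (SE 0.25) and -0.77 (SE 0.18), and glutamate-1-semialdehyde aminomutase by -0.78 (SE 0.12), with adjusted p-values of 0.0443, 0.0412 and 0.0226. The aminomutase averaged 3.14, 2.64 and 2.44 in WS, AW and AS plants, under the filter value of 3.2. Of a pair of glutaredoxin probe sets, which act in thiol redox control, one fell by 0.73 (SE 0.17, adjusted p = 0.0412). The other had a change of -0.98 (SE 0.38, adjusted p = 0.117) and was called lower by Rank Product (estimated false discovery rate 0.036), with -2.50 in occasion 2 and -0.05 in occasion 1. A further arabinogalactan protein changed by 0.08 (adjusted p = 0.757). Pectin-modifying enzymes and beta-galactosidases did not differ from other probe sets as a list (9 probe sets, 0 called, camera adjusted p = 0.645). Most members of that list are beta-galactosidases. It does not hold the pectin methylesterase (-1.59) and the polygalacturonase-like protein (-1.17) that limma called lower after Alethea. In occasion 2, where several of these changes were largest, 17S ribosomal RNA read 8.57 and 9.14 in the WW and WS arrays and 4.90 and 5.98 in the AW and AS arrays. The calls did not hold without occasion 2 or without occasion 3, and neither did any other Alethea call of limma.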

Interestingly, genes encoding proteins with roles in the light reactions of photosynthesis were also significantly altered by Alethea.

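Nuclear genes of the light reactions, such as PSBO, PSBP, CAB4 and plastocyanin (PETE), had small negative log2 changes after Alethea, of -0.07, -0.08, -0.06 and -0.05. Over the list of 9 probe sets the median was -0.08, with 0 above 0 and 0 called by limma or by Rank Product (camera adjusted p = 0.105). A pair of further chlorophyll a/b binding probe sets, the latter for protein 1B, changed by -0.94 (SE 0.29) and -0.84 (SE 0.22), with limma adjusted p-values of 0.0707 and 0.0504. Rank Product called both lower, with estimated false discovery rates of 0.02 and 0.03, and their largest changes, -1.93 and -1.70, were in occasion 2. Genes of the chloroplast's own genome lay in the other direction, with cemA at 2.99 (SE 0.91), the ribosomal protein S7 at 2.13 (SE 0.57) and cytochrome f at 1.83 (SE 0.55). Rank Product called these 3 higher, and their limma adjusted p-values were 0.0688, 0.0533 and 0.0666. In occasion 1 they changed by -0.68, -0.01 and -0.31, and in occasion 3 by 5.10, 3.28 and 2.98.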

**Figure 4:**
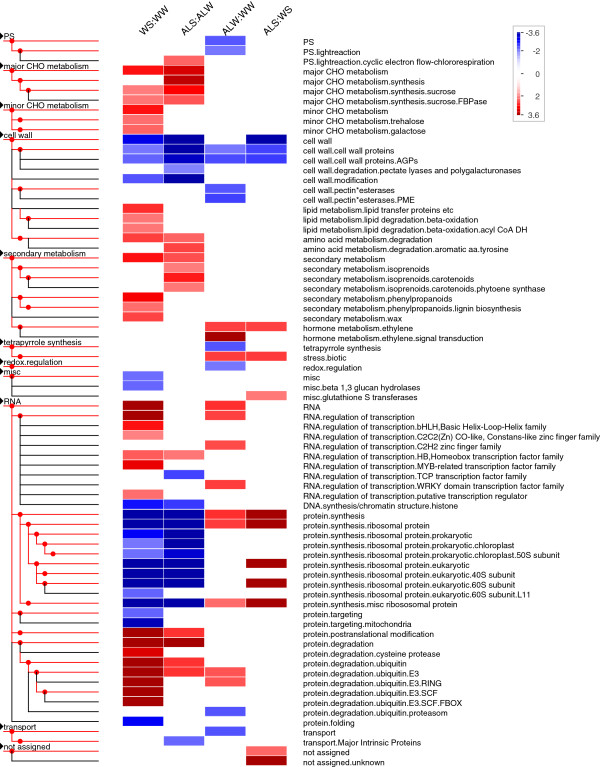
**PageMan display of MapMan gene categories affected by Alethea and salinity.** The Wilcoxon rank sum test was used to identify functional groups where the distribution of responses within a group differed from the response of the entire gene set under test. The figure is based on gene expression ratio data for relevant pair-wise treatment comparisons. Treatment groups are identified using two-letter abbreviations, where the first letter indicates the pre-treatment (W; water, A; Alethea) and the second letter the main treatment (W; water, S; salt). Coloured boxes indicate statistically-significant groups (Benjamini & Hochberg-corrected P-value below 0.05). The colour scale represents z-transformed P-values, with red shades indicating a trend within the group for up-regulation of expression relative to the control, and blue shades, down-regulation. Text alongside each row provides MapMan annotation of differentially regulated gene classes.

**Figure 5:**
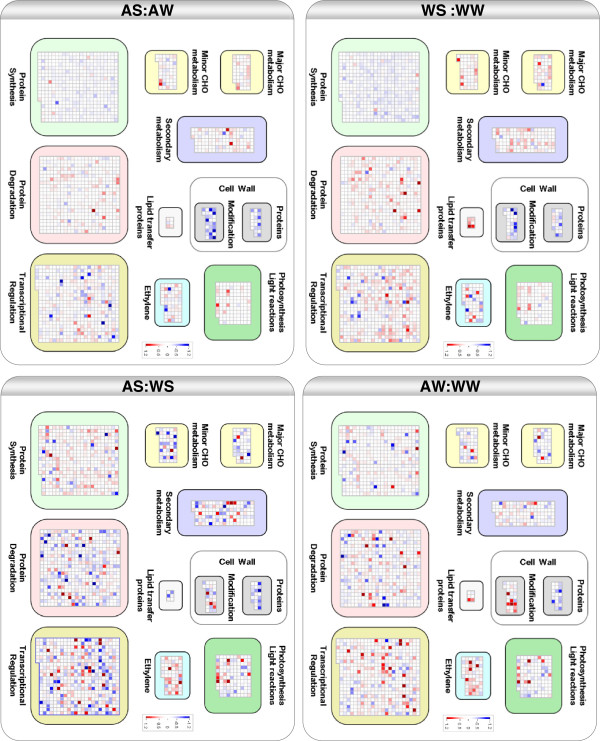
**Summary of biological pathways affected at the transcriptional level by Alethea and salinity.** Custom MapMan diagram showing changes in gene expression in key biological processes significantly altered by salt and Alethea treatments. The figure is based on gene expression ratio data for relevant pair-wise treatment comparisons. Treatment groups are identified using two-letter abbreviations, where the first letter indicates the pre-treatment (W; water, A; Alethea) and the second letter the main treatment (W; water, S; salt). Squares show changes in expression of individual genes within a pathway via a heat map scheme, with red indicating up-regulation and blue, down-regulation of expression. Heat map scales to the right of each image indicate log2 fold-change expression values.

MapMan revealed significant effects of salinity over a wider range of processes. 

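Cytosolic ribosomal proteins were lower under salt on 6 of 6 probe sets, among them rpl38 (-0.17), RPL8 (-0.15) and RPL37 (-0.14), with a median over both pre-treatments of -0.15. As a list they were lower than other probe sets (camera adjusted p = 0.0172), which became an adjusted p = 0.421 with an estimated correlation, and limma called 0 of the 6, as did Rank Product. In plants without Alethea alone, the list did not pass (adjusted p = 0.0798). Among genes of protein breakdown, a ubiquitin-protein ligase had a log2 change under salt of 0.62 (SE 0.21, adjusted p = 0.263) and was called higher by Rank Product (estimated false discovery rate 0.026). Its change was 0.80 without Alethea and 0.44 after it. The annotation used here names few genes of these classes, so the MapMan classes as such were not analysed here. In the comparison of WS with WW, limma called 1 probe set higher and 2 lower, with 817 at an unadjusted p under 0.05. The probe set called higher was Cel2, a wall endoglucanase, and those called lower were proline oxidase and an unnamed probe set. The calls of WS against WW were lost when any 1 occasion was left out.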

In the absence of Alethea, the most significant effect was on protein turnover, with protein synthesis being down-regulated along with a concomitant up-regulation of genes involved in protein degradation. 

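Without Alethea, the zinc ion binding factor changed under salt by 1.39, a MYB111-like factor by 0.67 and a further factor by -0.69 log2 units. Over both pre-treatments the last 2 had changes of 0.59 (SE 0.09) and -0.63 (SE 0.11), and Rank Product called them at estimated false discovery rates of 0.028 and 0.012. Their limma adjusted p-values were 0.0773 and 0.0897. The WRKY factors did not pass as a list for salt (6 probe sets, camera adjusted p = 0.278). An arabinogalactan protein changed by -0.61 without Alethea and -0.67 (SE 0.15) over both pre-treatments, in 6 of 6 pairs. Its limma adjusted p was 0.151, and the estimated false discovery rate in Rank Product was 0.012. Cel2, which acts on wall glucans, was higher by 1.16 in WS than in WW plants (limma adjusted p = 0.0415). After Alethea, Cel2 read 8.44, 7.44 and 7.25 without salt and 8.64, 7.33 and 7.34 with salt in occasions 1, 2 and 3. No such rise was seen there, though limma called 0 probe sets for the interaction. The xyloglucan endotransglycosylases were lower as a list in WS than in WW plants (camera adjusted p = 0.0207), which became an adjusted p = 0.278 with an estimated correlation.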

Several classes of transcriptional regulators were also induced, whilst arabinogalactan proteins (AGPs) and cell wall-modifying enzymes were down-regulated. In Alethea-treated plants, the overall response to salinity was broadly similar. However, the responses of several categories of genes appeared to be attenuated, whereas some responses were enhanced. For example, Alethea pre-treatment reduced salt-induced changes in genes involved in protein turnover, whilst changes in cell wall genes were enhanced. Furthermore, some classes of genes appeared to be significantly altered by salinity only in control plants or only following Alethea pre-treatment. For example, salt-induced changes in genes related to lipid metabolism, lignin and wax metabolism, and various transcription factor families were significant only in the absence of Alethea, whereas carotenoid metabolic genes were induced only in Alethea-treated plants. 

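In Alethea-treated plants, EDGP changed under salt by -1.79 and XTH16 by -1.11 log2 units, against -1.26 and -1.18 in plants without Alethea. Across the kept probe sets, which are not independent replicates, the salt changes with and without Alethea had an r of 0.04 in occasion 1, 0.36 in occasion 2 and 0.38 in occasion 3. In the comparison of AS with AW, limma called 0 probe sets, with 387 at an unadjusted p under 0.05 and a smallest adjusted p of 0.24. Jasmonate response markers were higher as a list after Alethea too (camera adjusted p = 0.000742), and ribosomal proteins were lower (adjusted p = 0.0343). With an estimated correlation, both had an adjusted p = 0.35. In plants without Alethea, the jasmonate response markers (adjusted p = 0.0302) and the ethylene receptor and signalling list (adjusted p = 0.0207) were higher, and with an estimated correlation both had an adjusted p = 0.491.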

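Whether Alethea altered the salt changes of these groups was tested as the interaction. For the 6 probe sets of ribosomal proteins, a small part of protein turnover, the interaction was not detected as a list (camera adjusted p = 0.981). For xyloglucan endotransglycosylases the adjusted p was 0.389, and for expansins, which loosen the wall, it was 0.0749, with 1 of 10 probe sets above 0. In the Wilcoxon rank sum test the interaction passed for expansins, ethylene biosynthesis and the ethylene receptor and signalling list, each with an adjusted p of 0.0201 and lower values. That test takes no account of correlation between genes, and camera with an estimated correlation gave an adjusted p of 0.598 for expansins and 0.981 for the ethylene receptor and signalling list. XTH9 (LOC543916) changed under salt by -0.40 without Alethea and by -1.56 after it, an interaction of -1.15 (limma adjusted p = 1). Expansin 9 changed by 0.21 and -0.44 and expansin 12 by -0.04 and -0.57, with interactions of -0.65 and -0.53. BR1, another xyloglucan endotransglycosylase, changed by -1.07 and -0.60, but it was above 3.2 in the arrays of occasion 1 alone. Camera called the interaction for 1 list, ethylene biosynthesis, which was lower (camera adjusted p = 0.0244, and adjusted p = 0.387 with an estimated correlation). In that list ACS1A changed under salt by 0.91 without Alethea and by 0.01 after it, but the direction differed between occasions in both. In occasions 1, 2 and 3 ACS1A read 3.40, 5.06 and 3.65 in WW against 3.80, 4.53 and 6.51 in WS. The values were 4.99, 5.47 and 6.25 in AW against 4.63, 6.96 and 5.17 in AS. Limma called 0 single probe sets for the interaction, and Rank Product was not run for it.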

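Genes of carotenoid synthesis were higher under salt in Alethea-treated plants, with 11 of 11 probe sets above 0 (camera adjusted p = 0.0019), which became an adjusted p = 0.35 with an estimated correlation. In plants without Alethea the list did not pass (adjusted p = 0.164). The interaction for the list had an adjusted p of 0.779, so a difference between the pre-treatments was not detected. Over both pre-treatments 9 of the 11 probe sets were above 0, with a median of 0.16 (adjusted p = 0.0131, and adjusted p = 0.421 with an estimated correlation). The list also holds the carotenoid cleavage dioxygenases CCD1A and CCD1B, which are not enzymes of synthesis, with log2 changes of 0.20 and 0.21. Zeaxanthin epoxidase (ZEP) and zeta-carotene desaturase (ZDS) changed by 0.24 and 0.16. Limma and Rank Product called 0 of the 11. Phytoene synthase 1, at the start of the pathway, changed by 0.25 for salt and 0.99 (SE 0.27) for Alethea. The latter was called by Rank Product (estimated false discovery rate 0.0084), with a limma adjusted p of 0.0544. Its other probe set changed by 0.06 for salt and 0.51 for Alethea (adjusted p = 0.2), and neither method called it. Lipid, lignin and wax genes were not analysed here as lists.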

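The salt changes of S-adenosylmethionine decarboxylase were 1.29 without Alethea and 0.66 after it, and those of acetylornithine deacetylase 1.21 and 0.71, while those of the blue copper protein were -0.98 and -1.61. To compare sizes, the 200 probe sets with the strongest salt change were chosen in 1 occasion and measured in the others. The slope of the change after Alethea on the change without it was 0.60, 0.59 and 0.54 for probe sets chosen in occasions 1, 2 and 3. The opposite slope was also under 1, at 0.83, 0.65 and 0.75, as noise in both measurements lowers either slope. The ratio of their typical sizes was 0.85, 0.96 and 0.85, and the change was smaller after Alethea for 127, 101 and 115 of the 200 probe sets. Noise adds to both sizes, which draws this ratio toward 1 and these counts toward an even split. Both may therefore hide a reduction. With each change turned to the sign it had when chosen, the ratio of the medians was 0.10, 1.81 and 0.90, and 138, 85 and 108 probe sets were smaller after Alethea. Limma called 0 probe sets for the interaction of salt and Alethea over the whole array. The median slope of 0.59 became 0.32 and 0.36 when occasion 2 or occasion 3 was left out altogether. The opposite slope and the ratio were added after the first slopes had been seen.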

Overall, the main impression is that salinity and Alethea affect different but overlapping patterns of gene expression, and that the salt stress response is substantially reduced following Alethea pre-treatment.

### Protection of photosynthetic capability mediated by Alethea is wide-ranging

The transcript analysis suggested that Alethea both modifies the salt stress response and adds an additional level of modification of gene expression, including effects on redox regulation and photosynthetic gene expression. 

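Transcripts for NADH dehydrogenase subunits were higher after Alethea on 3 of 4 probe sets by Rank Product. Subunit 4L rose by 0.74 log2 units (SE 0.18, limma adjusted p = 0.0429), with 0.22, 0.89 and 1.11 in occasions 1, 2 and 3. Subunit K had a change of 1.51 (SE 0.54, adjusted p = 0.0979), with -0.68, 2.57 and 2.64, and subunit 1 one of 1.48 (SE 0.51, adjusted p = 0.0902), with -0.37, 2.48 and 2.33. A further probe set for subunit 1 changed by 0.67 (SE 0.27, adjusted p = 0.128). Other genes of organelle genomes lay alongside, with the ribosomal proteins S12 at 1.46 and 2.01, S4 at 1.14 and S3 at 1.01, and the F1-ATPase alpha subunit at 1.48. Of these, S4 passed limma (adjusted p = 0.0477). The paper's additional files describe 21 probe sets as organelle-encoded genes, a list made here after the results were seen and drawn from probe sets chosen on these arrays. Their median change was -0.10 in occasion 1 and 1.93 in occasion 3, and 17 of them were above 1 in both occasions 2 and 3. The 3 that the paper lists for salt and not for Alethea lay apart, with 0.71, 0.49 and 0.82 for the further subunit 1 probe set. In the same occasions the 3′ minus 5′ difference of the actin control was larger after Alethea by 0.64, 0.91 and 0.42. The subunit 4L and S4 calls did not hold without occasion 2 or without occasion 3, and neither did any other Alethea call of limma.

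**Figure D2:**
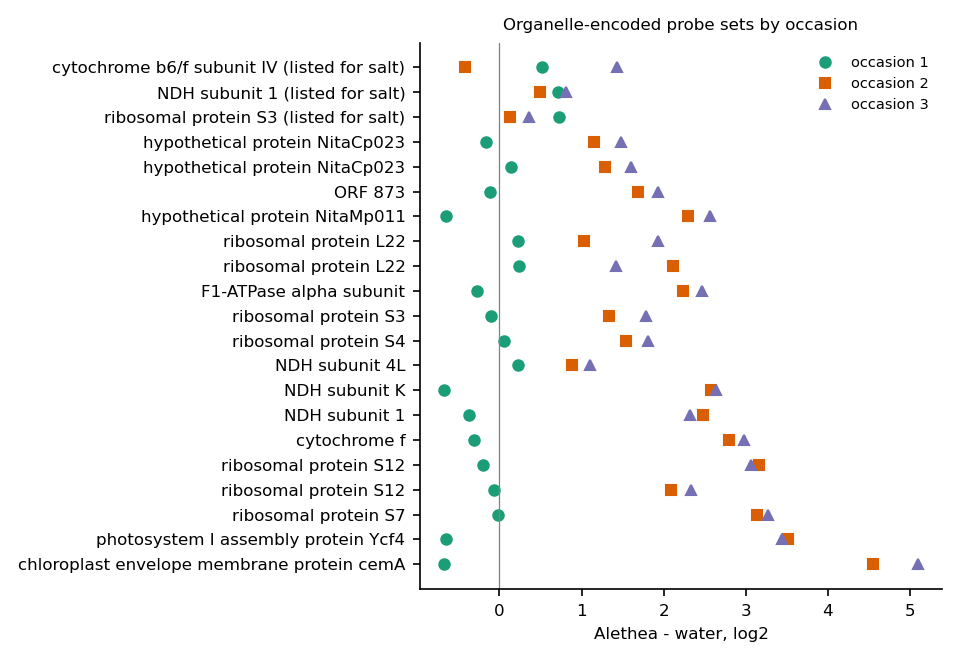
Alethea minus water log2 change of 21 organelle-encoded probe sets in each of the 3 occasions, averaged over plants with and without salt. In both occasions 2 and 3, 17 of the 21 lie above 1, and the 3 probe sets that the paper lists for salt alone do not.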

Further inspection of the photosynthetic genes up-tregulated by Alethea in Mapman revealed four NAD(P)H dehydrogenase (NDH) subunits. The NDH complex has been implicated in photosynthetic tolerance to various abiotic stresses, particularly under conditions that decrease CO_2_ assimilation [30-32]. We therefore reasoned that the protective effect of Alethea on photosynthetic performance under salt salinity may extend to other abiotic stresses. To test this hypothesis, we treated tomato, maize, wheat, brassica and bean plants with methyl viologen (‘MV’; also known as *N*,*N*′-dimethyl-4,4′-bipyridinium dichloride or Paraquat), a herbicide which is reduced by Photosystem I to generate reactive oxygen species in chloroplasts [33]. Application of MV to control plants caused high levels of visible necrosis as a result of oxidative damage, whereas symptoms in plants pre-treated with Alethea were dramatically reduced (Figure 6; Table 2).

**Figure 6:**
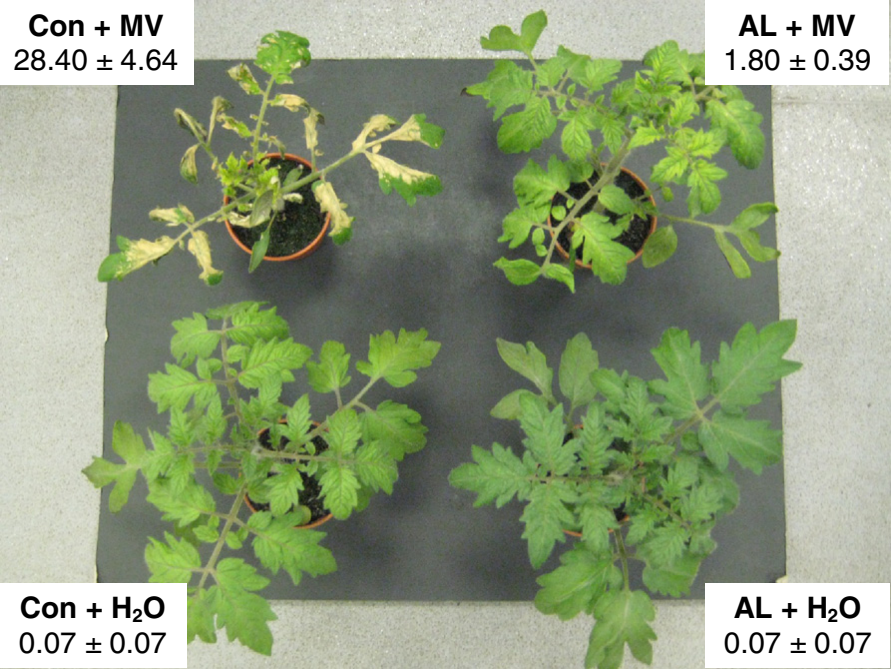
**Alethea protects plants against the photosynthetic inhibitor, methyl viologen.** Images of representative plants treated with either a water control, or 500 μM MV 24 h following water (Con) or Alethea (AL) pre-treatment. Figures adjacent to each plant show mean % visual damage +/- S.E., assessed as necrosis of plant foliage 3 d after MV treatment. Con + MV treated plants exhibit significantly higher % visual damage than all other treatments according to ANOVA (*P* < 0.001), and means presented are averaged from four individual experiments consisting of a minimum of five plants per treatment on each occasion (ANOVA for inter-experimental difference = *P* > 0.05).

**Table 2:** Alethea provides protection to the photosynthetic apparatus of a range of cultivated species

	**Foliar damage (% necrosis)**			
**Treatment**	***Z. mays***	***T. aestivum***	***B. napus***	***P. vulgaris***
Con + H_2_O	0.42 ± 0.15^a^	0.00 ± 0.00^a^	0.08 ± 0.07^a^	0.17 ± 0.11^a^
AL + H_2_O	0.58 ± 0.15^a^	0.00 ± 0.00^a^	0.00 ± 0.00^a^	0.42 ± 0.15^a^
Con + MV	62.08 ± 6.38^c^	75.00 ± 3.20^c^	70.33 ± 7.90^c^	74.75 ± 3.95^b^
AL + MV	23.75 ± 2.05^b^	12.33 ± 1.79^b^	34.00 ± 4.16^b^	4.50 ± 0.81^a^
n	12 (2)	12 (2)	14 (2)	12 (2)

Values indicate visually assessed necrosis as a percentage of foliar canopy cover in four species, 3 d following treatment with either a water control, or 500 μM methyl viologen (MV) 24 h after a water (Con) or Alethea (AL) pre-treatment, ± S.E. Letters indicate significant differences between treatments according to one-way ANOVA and Tukey (*P* < 0.05), and lower row indicates number of plants assessed in total, with number of replicate experiments in brackets; replicate plants were pooled following ANOVA confirmation of non-significance between replicate experiments.

## Discussion

The commercial plant activator product ‘Alethea’ contains a combination of agents designed to promote plant stress tolerance based on changes in the activities of a range of metabolic and signalling pathways. Here, we demonstrate protective effects of Alethea on photosynthesis in plants under salinity stress and identify underlying transcriptional reprogramming events which may underpin such physiological changes. Alethea includes low concentrations of jasmonate and salicylate derivatives along with the amino acid, arginine. There is some evidence that salicylates can mediate protection against various aspects of abiotic stress, including salinity [34]; for example, consistent with the data presented here, Stevens *et al.*[35] showed that application of a root drench containing 0.1 mM SA significantly reduced the impact of salinity on photosynthesis, transpiration and stomatal conductance in tomato. Similarly, the alleviation of salt stress (including effects on photosynthesis) by pre-treatment of plants with jasmonates has been demonstrated in pea and barley [36-38]. In tomato, JA is required for salt-induced gene expression [39] and activation of JA signalling can promote salt tolerance [40]. However, in comparison with the majority of reports dealing with the exogenous application of salicylates and jasmonates, their concentrations in Alethea are rather low. For example, the majority of studies focused on jasmonate responses in tomato have tended to apply JA concentrations in the range of 1.0-1.5 mM [41-43], and while there is a good deal of variation in the SB/SA literature, concentrations in the range of 0.5-1.0 mM are not uncommon [44-46]. Whilst JA and SA can act synergistically when applied together at lower concentrations [47], our microarray analysis did not reveal patterns of gene expression typical of either JA or SA-mediated effects following Alethea treatment. For example, whilst application of methyl jasmonate to leaves of tomato plants resulted in the up-regulation of genes in the JA biosynthetic pathway and classic markers of JA responses such as proteinase inhibitors and polyphenol oxidase [48], we did not observe similar effects in Alethea treated plants. 

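Without salt, the jasmonate response markers were higher as a list in AW than in WW plants (camera adjusted p = 0.00771), and with an estimated correlation the adjusted p = 0.42. Under salt they were higher in AS than in WS plants (adjusted p = 0.0219), and with an estimated correlation the adjusted p = 0.814. Leucine aminopeptidase A1 changed by 0.96 without salt and 1.53 under salt, polyphenol oxidase F by 1.67 and 1.42, and threonine deaminase 2 by 0.37 and 0.97 log2 units. Proteinase inhibitor II (0.56 and 0.44) and aspartic protease inhibitor 1 (0.53 and 0.03) were called in neither comparison. Limma called 0 probe sets in AW against WW and 0 in AS against WS, with 986 and 1823 at an unadjusted p under 0.05.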

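PR1b1, a marker of salicylate, had a log2 change of 0.12 (SE 0.10, limma adjusted p = 0.472) after Alethea, with 0.27, 0.05 and 0.03 in occasions 1, 2 and 3. PR1b1 read 14.71 to 14.84 in the arrays of occasions 2 and 3, where the highest values of any probe set were 15.51 to 15.73, and whether its signal was saturated there was not tested. P4, another PR-1 protein, changed by 0.24 (SE 0.24, adjusted p = 0.501), PR-P2 by 0.32 (SE 0.11, adjusted p = 0.0995) and the glucanase GluB by 0.45 (SE 0.17, adjusted p = 0.112). Neither limma nor Rank Product called these 4. In AS against WS plants the changes were 0.23, 0.74, 0.55 and 0.79 in the same order, and in AW against WW plants those of P4, PR-P2 and GluB were -0.26, 0.09 and 0.11. The salicylate and pathogenesis-related list was higher in AS than in WS plants (camera adjusted p = 0.00615), which became an adjusted p = 0.671 with an estimated correlation. In AW against WW plants it did not pass (adjusted p = 0.14).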

Nor did we observe widespread expression of SA-responsive PR genes. Moreover, following a small-scale screen of salinity response in tomato plants following treatment with individual or combined components of the Alethea compound (Figure 7), no clear synergistic response of combining PDJ, SB and Arg compounds was evident, and there was no significant difference between the differing treatments in this element of our study. At the same time, the current study has not explored all possible interactions between the three components of Alethea. It remains unclear whether the effect of Alethea is a simple combination of the effects of the individual constituents, or a more complex interaction between them.

**Figure 7:**
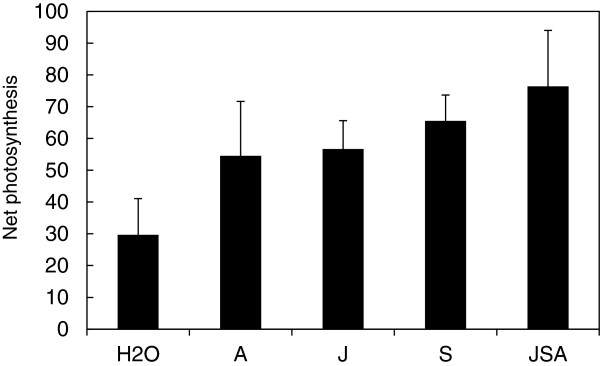
**Effects of Alethea components upon photosynthetic performance in salinity-stressed tomato plants.** Values show net photosynthesis in salt-stressed tomato seedlings as a percentage of non-salt treated plants 8 d following salinity treatment (100 mM), with a pre-treatment of Alethea components 24 h prior to salt application. Potassium dihydrojasmonate (‘J’), sodium benzoate (‘S’), and the α-amino acid L-arginine (‘A’) were applied at the same concentrations as found in the Alethea compound and in exactly the same manner as all other experiments, either singly, or in combination with all other components (‘JSA’). Means shown are of 5 replicate plants per treatment ± 1 S.E.

Nevertheless, our microarray analysis identifies possible mechanisms underlying the protective effect of Alethea. Firstly, it is clear that rather than acting simply to enhance the existing transcriptional response to salinity, Alethea treatment generated significant changes in transcription prior to the application of salt stress, and some of these may impact on the subsequent ability of the plant to tolerate salinity. 

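In plants that had Alethea and no salt, RNALE differed from WW plants by 2.02 log2 units, the chitinase/lysozyme by 1.50, ERF-H1 by 1.09, Pm27 by -1.25 and pectin methylesterase by -1.47. The smallest limma adjusted p in AW against WW was 0.06, and the comparison rests on 3 arrays per group. Among lists, the Affymetrix control probe sets were lower in AW than in WW plants (camera adjusted p = 4.11e-06), and with an estimated correlation the adjusted p = 0.42. The 27 bacterial controls averaged 12.47 in WW and 11.24 in AW in occasion 2, but 11.12 in WW and 11.34 in AW in occasion 1. Ribosomal proteins were higher (adjusted p = 0.0408), also at an adjusted p = 0.42 with an estimated correlation. Without occasion 1, limma called 37 probe sets higher and 9 lower in AW against WW, and without occasion 2 or 3 it called 0. The paper states that Alethea changed transcription ahead of the salt and did more than strengthen the usual salt response. It proposes that some of these changes may affect how the plant later tolerates salt. The AW and WW leaves were sampled at the same time as the salt-treated leaves, so the arrays hold no time point ahead of the salt.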

Notably, MapMan and GO term enrichment analysis both identified various defence/stress associated processes as being regulated by Alethea, which may contribute to increased tolerance. These include up-regulation of ethylene signalling and stress-associated transcription factors. 

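CaWRKY1-like, a WRKY factor of defence, rose after Alethea by 0.94 log2 units (SE 0.12, limma adjusted p = 0.0203) in 6 of 6 pairs. MYB111-like rose on both probe sets, by 1.34 (SE 0.34, adjusted p = 0.0493) and 0.55 (SE 0.09, adjusted p = 0.0281). The first read 1.99 to 3.23 in the WW and WS arrays, mostly under the filter value of 3.2, so the size of its rise is uncertain. A NAC domain protein had a change of 0.92 (SE 0.38, adjusted p = 0.133) and was called higher by Rank Product (estimated false discovery rate 0.023). Among ethylene receptors, ETR4 changed by 0.69 (SE 0.28, adjusted p = 0.129), which Rank Product called, ETR5 by 0.35 and ETR3 by 0.18. In AW against WW plants the ethylene receptor, signalling and AP2/ERF list was higher (camera adjusted p = 0.00771), but with an estimated correlation the adjusted p = 0.42. The ethylene biosynthesis genes (8 probe sets, adjusted p = 0.684) and the symbol table's WRKY factors (6 probe sets, adjusted p = 0.403) did not pass for Alethea. No single-gene call here held without occasion 2 or without occasion 3, and neither did any other Alethea call of limma.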

Ethylene is important in a range of responses to abiotic stress, including salinity [49]. Secondly, it is also clear from the microarray data that the response to salinity is substantially affected by Alethea pre-treatment. For a number of individual genes (Figure 2; clusters 3, 5 and 8), the response to salinity is attenuated by Alethea pre-treatment, whereas for other genes (Figure 2; clusters 2 and 9), there are additive affects of salinity and Alethea which could contribute to enhanced stress tolerance. At the biological process level, as revealed by MapMan analysis, Alethea appears to augment the overall response of cell wall proteins to salt, with a number of arabinogalactan proteins (AGPs), xyloglucan endotransglycosylases (XETs) and expansins being down-regulated, consistent with a reduction in cell expansion and growth. 

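Under salt after Alethea, xyloglucan endotransglycosylases were lower as a list, with a median log2 change of -0.60 (camera adjusted p = 9.47e-07, and adjusted p = 0.0239 with an estimated correlation). When adjusted over the list alone, 5 of the 12 probe sets passed limma. Among arabinogalactan proteins, FLA2 changed by -0.80 and -0.67 on its 2 probe sets and a further arabinogalactan protein by -0.72. In plants without Alethea these values were -0.57, -0.48 and -0.61. The interactions of the FLA2 probe sets were -0.23 and -0.19, with a limma adjusted p of 1 each. Expansins were lower under salt after Alethea in the Wilcoxon rank sum test (adjusted p = 0.0286), with 1 of 10 probe sets above 0, and did not pass in camera (adjusted p = 0.102). Over both pre-treatments the camera adjusted p was 0.637.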

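XTH3, a xyloglucan endotransglycosylase, rose after Alethea by 1.15 log2 units (SE 0.19, limma adjusted p = 0.0281), with 1.04, 1.43 and 0.99 in occasions 1, 2 and 3. With tXET-B2 it made up the 2 of 12 probe sets of that family that limma called, both higher, and adjusted over the list alone 2 were higher and 2 lower. XTH16 changed by 0.12 to -0.19 over its probe sets, and the family did not differ from other probe sets as a list (camera adjusted p = 0.845). Among expansins, EXP1 changed by 0.69 (SE 0.20), expansin 9 by 0.67 (SE 0.19) and expansin 12 by 0.65 (SE 0.29), with limma adjusted p-values of 0.0599, 0.0597 and 0.16. Rank Product called all 3 higher. EXPA4 fell by 0.46 (SE 0.11, adjusted p = 0.0443), and the 10 expansin probe sets did not pass as a list (adjusted p = 0.642). In AW against WW plants the xyloglucan endotransglycosylases had an adjusted p of 0.75 and the expansins of 0.168. The XTH3 and EXPA4 calls did not hold without occasion 2 or without occasion 3, and neither did any other Alethea call of limma. The loss therefore says nothing about these genes in particular.

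**Figure D3:**
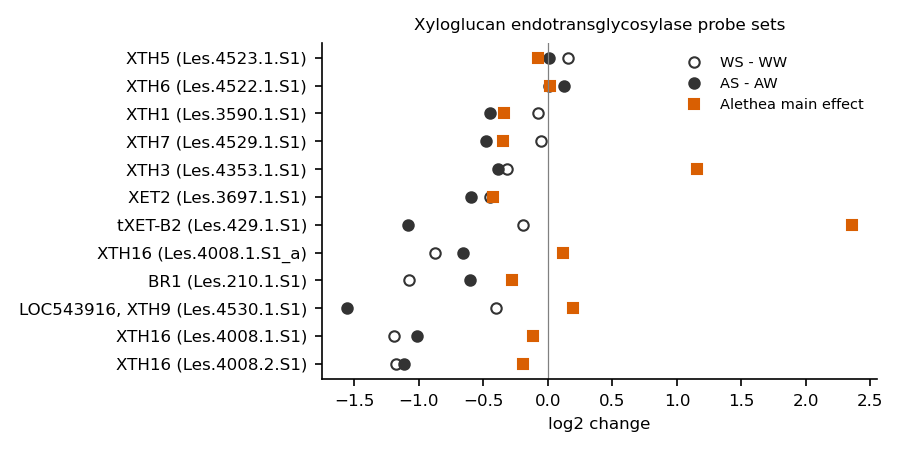
Log2 changes of 12 xyloglucan endotransglycosylase probe sets for salt without Alethea (WS minus WW, open circles), salt after Alethea (AS minus AW, filled circles) and Alethea over both salt levels (orange squares). The squares of tXET-B2 and XTH3 lie above 1, while most circles lie at or under 0.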

Curiously though, Alethea treatment alone up-regulates expression of several XETs and expansins (Figure 5; cell wall modification). Previous studies have also highlighted the importance of modifications to cell wall structure in the response to salinity [50,51] and cell wall-related genes were strongly regulated by salt stress in tomato roots [27]. Since some of these classes of cell-wall genes were already altered by Alethea pre-treatment, this along with the enhanced affect upon subsequent salinity treatment may contribute to enhanced tolerance.

One of the key impacts of abiotic stress in plants is oxidative stress, resulting from over-reduction of the photosynthetic electron transport system by reduced CO_2_ availability associated with stomatal closure. Stomatal conductance was reduced by salinity in both control and Alethea-treated plants in our experiments (Figure 1). Under such conditions, photo-oxidative stress is minimised by the utilisation of alternative electron transport systems in chloroplasts. One such mechanism is the reduction of NAD(P)H by the plastidial NDH complex [30-32]. Statistical analysis in MapMan revealed that genes of the light reactions of photosynthesis were significantly affected by Alethea, and close inspection of these genes revealed four NDH subunit genes that were up-regulated by Alethea. NDH activity is increased under a range of stress conditions [30,32] and Horváth et al., [31] found that a loss-of-function NDH mutation in tobacco caused increased photosynthetic depression when CO_2_ supply was limited by stomatal closure. Hence, increased NDH expression following Alethea treatment may contribute to the protection of photosynthesis upon subsequent salt stress.

This mechanism would be expected to provide protection of photosynthesis under a range of abiotic stresses. This was confirmed using methyl viologen to generate chloroplast oxidative stress (Figure 6). Consistent with this, the ability of SA and JA to protect plants against salinity and other abiotic stresses has been suggested to result at least in part, from an up-regulation of antioxidative biochemistry [34,52-54]. Arginine (Arg), the third active ingredient in Alethea, has also been shown to activate antioxidant enzyme activity in tomato fruit, and exogenous application of Arg provided protection against chilling stress [55]. One explanation for the effect of Arg on antioxidant activity is its role in polyamine metabolism, where both Arg and its derivative, ornithine, are substrates for polyamine synthesis (Figure 8) [56]. Polyamines have been proposed to play important roles in abiotic stress tolerance, including via direct and indirect effects on antioxidants [57]. Ornithine also acts as a precursor for proline biosynthesis, which is also a component of drought and salinity tolerance. Our microarray analysis identified several changes in gene expression which point to a role for Alethea in the up-regulation of proline and perhaps also polyamine biosynthesis. Genes encoding arginase and acetylornithine deacetylase, enzymes for ornithine biosynthesis, were up-regulated by Alethea and salt respectively, implying increased ornithine biosynthesis, whilst proline oxidase was strongly down-regulated by salinity, consistent with an increase in proline accumulation; these events are summarised in Figure 8. Moreover, arginase gene expression has previously been shown to be responsive to both application of exogenous Arg and JA [54,56].

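Arginase 2, which splits arginine into ornithine and urea, rose after Alethea by 1.35 log2 units (SE 0.23, limma adjusted p = 0.0284) in 6 of 6 pairs. Its other probe set changed by 1.07 (SE 0.31, adjusted p = 0.0618) and arginase 1 by 0.51 (SE 0.14, adjusted p = 0.0596). Under salt the arginase 2 probe sets changed by 0.71 and 0.81, and Rank Product called both higher. Acetylornithine deacetylase had salt changes of 0.96 (SE 0.34) and 0.87 (SE 0.28), each in 6 of 6 pairs, with adjusted p-values of 0.277 and 0.242. Rank Product called both, at estimated false discovery rates of 0.00088 and 0.0031. In the branch to polyamines, S-adenosylmethionine decarboxylase changed by 0.98 (SE 0.18, adjusted p = 0.102) under salt and arginine decarboxylase 1 fell by 0.85 (SE 0.15, adjusted p = 0.0284) after Alethea. The tomato arginine decarboxylase ADC changed by 0.03 after Alethea (adjusted p = 0.851) and by 0.27 under salt (adjusted p = 0.257). Ornithine decarboxylase changed by -0.37 under salt and -0.32 after Alethea, and neither method called it. Pyrroline-5-carboxylate synthetase (PRO2), which makes proline from glutamate, changed by 0.19 under salt (adjusted p = 0.573) and 0.21 after Alethea (adjusted p = 0.331). As lists, arginine and polyamine metabolism (5 probe sets) had camera adjusted p-values of 0.115 for salt and 0.209 for Alethea, and proline metabolism (4 probe sets) of 0.555 and 0.275. The arginase 2 and arginine decarboxylase 1 calls did not hold without occasion 2 or without occasion 3, and neither did any other Alethea call of limma.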

**Figure 8:**
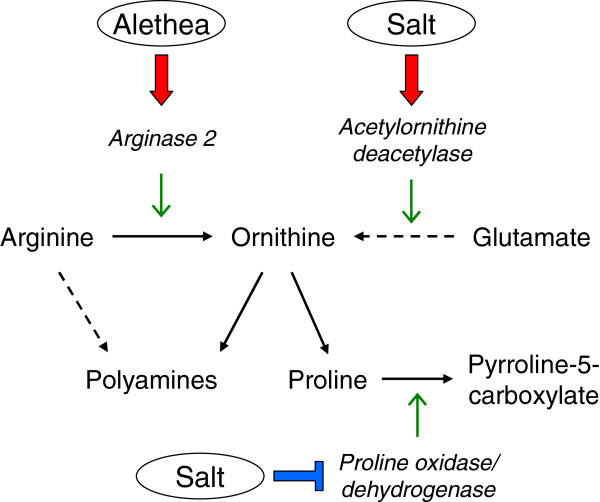
**Effects of Alethea and salinity on proline and polyamine biosynthesis.** Pathway diagram illustrating conversion of arginine and glutamate to ornithine and thence proline. Significant transcriptional effects of Alethea and salinity on genes encoding relevant enzymes (italics) are shown as red arrows for up-regulation and blue bars for down-regulation.

## Conclusion

While there is a growing body of evidence to indicate the dynamic and complex nature of plant phytohormone interactions *in planta*, fewer studies to date have provided a feasible application for incorporation of novel fundamental knowledge regarding plant activation for stress tolerance into a likely agronomic solution. Although the ‘Alethea’ technology is composed of several biologically active constituents, the end result mediates positive recovery of abiotic stress-induced photosynthetic and foliar loss of performance, based on an additive and complementary breadth of responses at the transcriptome level. Building fundamental understanding of the interactions between component compounds will be a valuable future step forward, and will further empower the buffering of food crop cultivation against intolerable losses in yield.

## Methods

### Plant propagation and growing conditions

Tomato seed (cv. Ailsa Craig, Moles Seeds Ltd, Colchester, UK) were sown and germinated in Levington M3 compost (Henry Alty Ltd., Preston, UK), prior to individual transplantation into 2 L pots. Seedlings were maintained in glasshouse conditions supplemented with high pressure sodium lighting, supplying a background Photosynthetically Active Radiation (PAR) photon flux density of approximately 500 μmol m^-2^ s^-1^, with a photoperiod of 14 h/10 h light/dark, and air temperatures of 22°C/18°C day/night. Plants were arranged randomly according to treatment, and were grown for four weeks prior to establishment of experimental treatments (approximately 6^th^ true leaf stage). For the methyl viologen assays, tomato was propagated as above; wheat (*Triticum aestivum* L.cv Granary, Quantil Ltd., Lancashire, UK), dwarf French bean (*Phaseolus vulgaris* cv. Nassau, Moles Seeds Ltd. Essex, UK) and maize (*Zea mays* cv. F1 Earligold, Moles Seeds Ltd. Essex, UK) seed were pre-germinated in dishes lined with paper towel which had been soaked in water, covered and then placed into the glasshouse under the same conditions as described above. After three days viable seeds were then selected and sown into individual pots. Bean seeds were sown into standard 13 x 14 cm pots whereas the maize and wheat were sown into 11 x 13.5 cm pots all using Levington M3 compost. For *Brassica napus* (L. cv Expert, Limagrain Ltd., Lincolnshire, UK) several seeds were sown into standard 13 cm pots as above, with seedlings thinned to single plants in each pot following emergence. Wheat, bean, maize and brassica plants were grown for 3.5 weeks before receiving any treatment.

### Pre-treatment of tomato plants with Alethea compound and salinity stress

An experimental formula of the ‘Alethea’ technology (Plant Impact PLC, Harpenden, UK) was applied to four-week old tomato seedlings at a concentration of 99:1 v/v (distilled H_2_O:Alethea) as per manufacturer’s instructions (see Additional file 1 for a detailed description of the Alethea formulation), in addition to an equal quantity of control plants, which were sprayed with distilled H_2_O. Alethea solution was sprayed onto leaves until run-off using a pressurized airbrush, plants were air-dried and then returned to the glasshouse. 24 h following Alethea application, a salinity treatment of 100 mM NaCl (Sigma-Aldrich Ltd., Dorset, UK) was applied to plants via pot-watering until maximum soil saturation was reached (~ 3 h), with control plants fed with H_2_O only. Both Alethea and salinity treatments were then repeated exactly as before 5 d following original treatment days (Day 4 = Alethea, Day 5 = salinity), with plants watered with H_2_O only on all other days in order to replace transpirational losses. For the methyl viologen assays, due to the waxy composition of the brassica leaves and vertical structure of the maize leaves, a wetting agent (Silwet L-77; De Sangosse Ltd., Cambridge, UK), was added (0.025% concentration) to the Alethea solution (and water control) when being applied to the plants, allowing the treatment to be applied evenly across the whole plant.

### Measurement of gas exchange parameters

Net photosynthesis and related gas exchange variables were measured using a portable infrared gas analysis system (CIRAS-2; PP systems, Hitchin, UK) with cuvette conditions set to PAR: 500 mmol m^-2^ s^-1^, 60% relative humidity and 380 ppm CO_2_, with leaves left to equilibrate for 5 min prior to measurement. Measurements were made using 3^rd^ true leaves and were taken daily prior to and during initial Alethea and salinity treatments, and every 48 h thereafter. Ten plants were measured per treatment in a single experiment.

### Transcriptomics experiments

24 h following salinity treatment (48 h following Alethea treatment), 3^rd^ true leaves of plants were snap frozen in liquid N_2_. Leaves were sampled from three plants per treatment, and the experiment was carried out on three separate occasions. RNA was then extracted using a scaled-up version of the method described by [58] and purified using the Qiagen RNeasy kit, as per manufacturers’ instructions (Qiagen; http://www.qiagen.com*)*. Labelling and hybridization to the Affymetrix GeneChip^®^ Tomato Genome Array were performed at the Nottingham Arabidopsis Stock Centre (University of Nottingham, UK; http://www.arabidopsis.info).

### Microarray data analysis and bioinformatics

Raw data were normalised using GCRMA [59] and the data were filtered to eliminate probe sets for which the mean signal from the three replicate arrays did not exceed a value of 10 (log2 = 3.2) for at least one treatment. This resulted in the inclusion of 7,799 probe sets for further analysis from the original 10,209 probe sets on the array. Differentially-expressed genes were identified using the Rank Product algorithm [26] implemented in the Multiple Experiment Viewer package [60]. We used 2-class paired comparisons with *P*-values calculated using 1000 random permutations of the data, and false detection rate of 0.05 used as a cut-off. Hiercarchical clustering [61] was performed in the D-Chip package using the correlation distance metric and average linkage [62]. For analysis using MapMan [29], mean log2 fold-change values for all 7,799 probe sets included in our original analysis were used for display and statistical testing using the Wilcoxon rank sum test. The Benjamini and Hochberg correction was applied to statistical tests in MapMan to take account of multiple hypothesis testing. Probe annotation and gene ontology (GO) term enrichment analysis were performed using the tools provided by the Tomato Functional Genomics Database [63]. P-values were corrected using the permutation algorithm within the analysis tool. Annotation files were the January 2010 versions.

### Gene expression analysis by RT-PCR

Following RNA extraction as outlined above and prior to cDNA synthesis, 10 μg RNA was treated with DNaseI (Invitrogen; http://www.invitrogen.com). cDNA was synthesized using SuperScript II reverse transcriptase (Invitrogen) using the primer GGCCACGCGTCGACTAGTAC(T)_16_VN. 30 cycles of PCR were carried out using Taq DNA polymerase (REDTaq; Sigma-Aldrich).

### Methyl viologen assay

Alethea pre-treatment was applied to tomato plants at 4.5 weeks, and wheat, maize, bean and brassica plants at 3.5 weeks (as detailed above) 24 h prior to the application of 500 μM methyl viologen (Sigma-Aldrich Ltd., Dorset, UK). MV was applied using a pressurized airbrush, and Silwet L-77 (De Sangosse Ltd., Cambridge, UK), a wetting agent, was added when applying the herbicide to maize and brassica plants to provide even application across the leaves. Control plants were treated with 0 μM MV (water) using the same method, and brassica and maize control plants received 0 μM MV (water) plus Silwet L-77 (0.025%). Once sprayed, plants were returned to the glasshouse and supplementary lighting switched off until the treatments had dried onto the leaves. 3 d after MV application, necrosis on the leaf surfaces was estimated visually as a percentage of the whole plant. Each species was subject to a minimum of two separate MV experiments, with the exception of tomato, which was assayed in four separate experiments.

## Competing interests

Transcriptomic analysis and photosynthetic performance assays were funded by Plant Impact PLC, the holders of related proprietary technology. While this manuscript is submitted with the agreement of Plant Impact PLC, this organisation is not funding the publication of this manuscript, and has not made an authorship contribution of any kind. The authors hold no financial investments in Plant Impact PLC, and do not hold any rights to any related patents or proprietary technologies.

## Authors’ contributions

JW co-designed and performed the experiments, co-analysed the data and co-wrote the manuscript, DP carried out the methyl-viologen sensitivity assay and analysed the data, NP conceived the study and co-designed the experiments, and MR designed and analysed the transcriptomics study and co-wrote the paper. All authors approved and have contributed to the final manuscript.

## Supplementary Material

Additional file 1 Details of the ‘Alethea’ composition. Breakdown of the components of the Alethea plant activator, including citation of relevant patent information as related to proprietary product technology. Click here for file

Additional file 2 Differentially-regulated gene lists derived from ‘Rank Products’ analysis of microarray data. Click here for file

Additional file 3 **Gene clusters derived from hierarchical cluster analysis. Full list of genes present in each of the clusters identified in Figure** 2**.** Data provided for each gene include Affymetrix probe set ID, the tomato UniGene ID corresponding to each probe ID and with TrEMBL database best sequence matches and corresponding E-values obtained from the Tomato Functional Genomics Database probe annotation service (http://ted.bti.cornell.edu/). Adjacent to each gene list are the outputs from GO term enrichment searches performed using the genes present within each cluster. Click here for file

Additional file 4 **Functional gene classes identified by MapMan as affected by Alethea and salinity.** Values show Benjamini & Hochberg-corrected P-values from the Wilcoxon rank sum test for MapMan gene classes (bins) that show significantly altered distributions of expression values (α = 0.05) for at least one relevant pair-wise comparison between groups identified using two-letter abbreviations, where the first letter indicates the pre-treatment (W; water, A; Alethea) and the second letter the main treatment (W; water, S; salt). Colours represent the general expression trend within the bin – tan; up-regulation, 10^-5^ < P < 0.05, red; up-regulation, p < 10^-5^, pale blue; down-regulation, 10^-5^ < P < 0.05, blue; down-regulation, p < 10^-5^. Click here for file

## References

[B1] GodfrayHCJBeddingtonJRCruteIRHaddadLLawrenceDMuirJFPrettyJRobinsonSThomasSMToulminCFood Security: the challenge of feeding 9 billion peopleScience2010327596781281810.1126/science.118538320110467

[B2] SchmidhuberJTubielloFNGlobal food security under climate changeProc Natl Acad Sci USA200710450197031970810.1073/pnas.070197610418077404PMC2148361

[B3] GregoryPJJohnsonSNNewtonACIngramJSIIntegrating pests and pathogens into the climate change/food security debateJ Exp Bot200960102827283810.1093/jxb/erp08019380424

[B4] OerkeECCrop losses to pestsJ Agric Sci2006144314310.1017/S0021859605005708

[B5] BuchananBBGruissemWJonesRLBiochemistry & molecular biology of plants2000Rockville, Md.; [Great Britain]: American Society of Plant Physiologists

[B6] VarshneyRKBansalKCAggarwalPKDattaSKCraufurdPQAgricultural biotechnology for crop improvement in a variable climate: hope or hype?Trends Plant Sci201116736337110.1016/j.tplants.2011.03.00421497543

[B7] HuTTKangSZLiFSZhangJHEffects of partial root-zone irrigation on hydraulic conductivity in the soil-root system of maize plantsJ Exp Bot201162124163417210.1093/jxb/err11021527627PMC3153675

[B8] WangYSLiuFLAndersenMNJensenCRImproved plant nitrogen nutrition contributes to higher water use efficiency in tomatoes under alternate partial root-zone irrigationFunct Plant Biol201037217518210.1071/FP09181

[B9] WargentJJElfadlyEMMooreJPPaulNDIncreased exposure to UV-B radiation during early development leads to enhanced photoprotection and improved long-term performance in *Lactuca sativa*Plant Cell Environ20113481401141310.1111/j.1365-3040.2011.02342.x21535014

[B10] VerhagenBWMTrotel-AzizPCouderchetMHofteMAzizAPseudomonas spp.-induced systemic resistance to *Botrytis cinerea* is associated with induction and priming of defence responses in grapevineJ Exp Bot201061124926010.1093/jxb/erp29519812243

[B11] ConrathUBeckersGJMFlorsVGarcia-AgustinPJakabGMauchFNewmanMAPieterseCMJPoinssotBPozoMJPriming: Getting ready for battleMol Plant Microbe Interact200619101062107110.1094/MPMI-19-106217022170

[B12] MacarisinDWisniewskiMEBassettCThannhauserTWProteomic analysis of beta-aminobutyric acid priming and abscisic acid - induction of drought resistance in crabapple (*Malus pumila*): effect on general metabolism, the phenylpropanoid pathway and cell wall enzymesPlant Cell Environ200932111612163110.1111/j.1365-3040.2009.02025.x

[B13] TsaiCHSinghPChenCWThomasJWeberJMauch-ManiBZimmerliLPriming for enhanced defence responses by specific inhibition of the Arabidopsis response to coronatinePlant J201165346947910.1111/j.1365-313X.2010.04436.x21265899

[B14] AshrafMAkramNAArtecaRNFooladMRThe physiological, biochemical and molecular roles of brassinosteroids and salicylic acid in plant processes and salt toleranceCrit Rev Plant Sci201029316219010.1080/07352689.2010.483580

[B15] PauwelsLBarberoGFGeerinckJTillemanSGrunewaldWPerezACChicoJMVanden BosscheRSewellJGilENINJA connects the co-repressor TOPLESS to jasmonate signallingNature20104647289788U16910.1038/nature0885420360743PMC2849182

[B16] BallareCLJasmonate-induced defenses: a tale of intelligence, collaborators and rascalsTrends Plant Sci201116524925710.1016/j.tplants.2010.12.00121216178

[B17] RobertsMRPaulNDSeduced by the dark side: integrating molecular and ecological perspectives on the inflence of light on plant defence against pests and pathogensNew Phytol2006170467769910.1111/j.1469-8137.2006.01707.x16684231

[B18] ZhuZQAnFYFengYLiPPXueLMuAJiangZQKimJMToTKLiWDerepression of ethylene-stabilized transcription factors (EIN3/EIL1) mediates jasmonate and ethylene signaling synergy in Arabidopsis201110830125391254410.1073/pnas.1103959108PMC314570921737749

[B19] MunnsRTesterMMechanisms of salinity toleranceAnnu Rev Plant Biol20085965168110.1146/annurev.arplant.59.032607.09291118444910

[B20] MoradiFIsmailAMResponses of photosynthesis, chlorophyll fluorescence and ROS-Scavenging systems to salt stress during seedling and reproductive stages in riceAnn Bot20079961161117310.1093/aob/mcm05217428832PMC3243573

[B21] FrickeWAkhiyarovaGVeselovDKudoyarovaGRapid and tissue-specific changes in ABA and in growth rate in response to salinity in barley leavesJ Exp Bot2004553991115112310.1093/jxb/erh11715047763

[B22] JakabGTonJFlorsVZimmerliLMetrauxJPMauch-ManiBEnhancing Arabidopsis salt and drought stress tolerance by chemical priming for its abscisic acid responsesPlant Physiol2005139126727410.1104/pp.105.06569816113213PMC1203376

[B23] LuoZBJanzDJiangXNGobelCWildhagenHTanYPRennenbergHFeussnerIPolleAUpgrading root physiology for stress tolerance by ectomycorrhizas: insights from metabolite and transcriptional profiling into reprogramming for stress anticipationPlant Physiol200915141902191710.1104/pp.109.14373519812185PMC2785981

[B24] TsonevTDLazovaGNStoinovaZGPopovaLPA possible role for jasmonic acid in adaptation of barley seedlings to salinity stressJournal of Plant Growth Regulation199817315315910.1007/PL00007029

[B25] JamesRARivelliARMunnsRvon CaemmererSFactors affecting CO_2_ assimilation, leaf injury and growth in salt-stressed durum wheatFunct Plant Biol200229121393140310.1071/FP0206932688739

[B26] BreitlingRArmengaudPAmtmannAHerzykPRank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experimentsFEBS Lett20045731–383921532798010.1016/j.febslet.2004.07.055

[B27] OuyangBYangTLiHXZhangLZhangYYZhangJHFeiZJYeZBIdentification of early salt stress response genes in tomato root by suppression subtractive hybridization and microarray analysisJ Exp Bot20075835075201721098810.1093/jxb/erl258

[B28] KiyosueTYoshibaYYamaguchiShinozakiKShinozakiKA nuclear gene encoding mitochondrial proline dehydrogenase, an enzyme involved in proline metabolism, is upregulated by proline but downregulated by dehydration in ArabidopsisPlant Cell19968813231335877689910.1105/tpc.8.8.1323PMC161248

[B29] ThimmOBlasingOGibonYNagelAMeyerSKrugerPSelbigJMullerLARheeSYStittMMAPMAN: a user-driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processesPlant J200437691493910.1111/j.1365-313X.2004.02016.x14996223

[B30] BukhovNCarpentierRAlternative Photosystem I-driven electron transport routes: mechanisms and functionsPhotosynth Res200482117331622861010.1023/B:PRES.0000040442.59311.72

[B31] HorváthEMPeterSOJoëtTRumeauDCournacLHorváthGVTargeted Inactivation of the plastid ndhB gene in tobacco results in an enhanced sensitivity of photosynthesis to moderate stomatal closurePlant Physiol200012341337135010.1104/pp.123.4.133710938352PMC59092

[B32] RumeauDPeltierGCournacLChlororespiration and cyclic electron flow around PSI during photosynthesis and plant stress responsePlant Cell Environ20073091041105110.1111/j.1365-3040.2007.01675.x17661746

[B33] DodgeADSome mechanisms of herbicide actionSci Prog197562247447466

[B34] HorváthESzalaiGJandaTInduction of abiotic stress tolerance by salicylic acid signalingJournal of Plant Growth Regulation200726329030010.1007/s00344-007-9017-4

[B35] StevensJSenaratnaTSivasithamparamKSalicylic acid induces salinity tolerance in tomato (*Lycopersicon esculentum* cv. Roma): Associated changes in gas exchange, water relations and membrane stabilisationPlant Growth Regul20064917783

[B36] del AmorFMCuadra-CrespoPAlleviation of salinity stress in broccoli using foliar urea or methyl-jasmonate: analysis of growth, gas exchange, and isotope compositionPlant Growth Regul2011631556210.1007/s10725-010-9511-8

[B37] FedinaISTsonevTDEffect of pretreatment with methyl jasmonate on the response of Pisum sativum to salt stressJ Plant Physiol1997151673574010.1016/S0176-1617(97)80071-5

[B38] WaliaHWilsonCCondaminePLiuXIsmailAMCloseTJLarge-scale expression profiling and physiological characterization of jasmonic acid-mediated adaptation of barley to salinity stressPlant Cell Environ200730441042110.1111/j.1365-3040.2006.01628.x17324228

[B39] DombrowskiJESalt stress activation of wound-related genes in tomato plantsPlant Physiol200313242098210710.1104/pp.102.01992712913164PMC181293

[B40] CapiatiDAPaisSMTellez-InonMTWounding increases salt tolerance in tomato plants: evidence on the participation of calmodulin-like activities in cross-tolerance signallingJ Exp Bot200657102391240010.1093/jxb/erj21216766597

[B41] CooperWRJiaLGogginLEffects of jasmonate-induced defenses on root-knot nematode infection of resistant and susceptible tomato cultivarsJ Chem Ecol20053191953196710.1007/s10886-005-6070-y16132206

[B42] ThalerJSJasmonate-inducible plant defences cause increased parasitism of herbivoresNature1999399673768668810.1038/21420

[B43] ThalerJSStoutMJKarbanRDuffeySSJasmonate-mediated induced plant resistance affects a community of herbivoresEcological Entomology200126331232410.1046/j.1365-2311.2001.00324.x

[B44] BeltranoJRoncoMGMontaldiERDrought stress syndrome in wheat is provoked by ethylene evolution imbalance and reversed by rewatering, aminoethoxyvinylglycine, or sodium benzoateJournal of Plant Growth Regulation1999182596410.1007/PL0000704910552133

[B45] DatJFLopez-DelgadoHFoyerCHScottIMEffects of salicylic acid on oxidative stress and thermotolerance in tobaccoJ Plant Physiol20001565–6659665

[B46] KellosTTimarISzilagyiVSzalaiGGalibaGKocsyGStress hormones and abiotic stresses have different effects on antioxidants in maize lines with different sensitivityPlant Biology200810556357210.1111/j.1438-8677.2008.00071.x18761495

[B47] MurLAJKentonPAtzornRMierschOWasternackCThe outcomes of concentration-specific interactions between salicylate and jasmonate signaling include synergy, antagonism, and oxidative stress leading to cell deathPlant Physiol200614012492621637774410.1104/pp.105.072348PMC1326048

[B48] UppalapatiSRAyoubiPWengHPalmerDAMitchellREJonesWBenderCLThe phytotoxin coronatine and methyl jasmonate impact multiple phytohormone pathways in tomatoPlant J20054220121710.1111/j.1365-313X.2005.02366.x15807783

[B49] CaoWHLiuJHeXJMuRLZhouHLChenSYZhangJSModulation of ethylene responses affects plant salt-stress responsesPlant Physiol200714327077191718933410.1104/pp.106.094292PMC1803741

[B50] ShiHZKimYGuoYStevensonBZhuJKThe Arabidopsis *SOS5* locus encodes a putative cell surface adhesion protein and is required for normal cell expansionPlant Cell200315193210.1105/tpc.00787212509519PMC143448

[B51] WaliaHWilsonCCondaminePLiuXIsmailAMZengLHComparative transcriptional profiling of two contrasting rice genotypes under salinity stress during the vegetative growth stagePlant Physiol200513982283510.1104/pp.105.06596116183841PMC1255998

[B52] HeYZhuZJExogenous salicylic acid alleviates NaCl toxicity and increases antioxidative enzyme activity in Lycopersicon esculentumBiologia Plantarum200852479279510.1007/s10535-008-0155-8

[B53] Sasaki-SekimotoYTakiNObayashiTAonoMMatsumotoFSakuraiNSuzukiHHiraiMYNojiMSaitoKCoordinated activation of metabolic pathways for antioxidants and defence compounds by jasmonates and their roles in stress tolerance in ArabidopsisPlant J200544465366810.1111/j.1365-313X.2005.02560.x16262714

[B54] ShanCJLiangZSJasmonic acid regulates ascorbate and glutathione metabolism in Agropyron cristatum leaves under water stressPlant Sci2010178213013910.1016/j.plantsci.2009.11.002

[B55] ZhangXHShenLLiFJZhangYXMengDMShengJPUp-regulating arginase contributes to amelioration of chilling stress and the antioxidant system in cherry tomato fruitsJ Sci Food Agric201090132195220210.1002/jsfa.407020628998

[B56] GroppaMDBenavidesMPPolyamines and abiotic stress: Recent advancesAmino Acids2008341354510.1007/s00726-007-0501-817356805

[B57] ChenHMcCaigBCMelottoMHeSYHoweGARegulation of plant arginase by wounding, jasmonate, and the phytotoxin coronatineJ Biol Chem200427944459984600710.1074/jbc.M40715120015322128

[B58] VerwoerdTCDekkerBMMHoekemaAA small-scale procedure for the rapid isolation of plant RNAsNucleic Acids Res1989176236210.1093/nar/17.6.23622468132PMC317610

[B59] WuZJIrizarryRAGentlemanRMartinez-MurilloFSpencerFA model-based background adjustment for oligonucleotide expression arraysJAmStatistical Association200499468909917

[B60] SaeedAIBhagabatiNKBraistedJCLiangWSharovVHoweEALiJThiagarajanMWhiteJAQuackenbushJTM4 microarray software suiteMethods Enzymol20064111341931693979010.1016/S0076-6879(06)11009-5

[B61] EisenMBSpellmanPTBrownPOBotsteinDCluster analysis and display of genome-wide expression patternsProceedings of the National Academy of Sciences of the United States of America19989525148631486810.1073/pnas.95.25.148639843981PMC24541

[B62] ParmigianiGThe analysis of gene expression data methods and software2003New York; London: Springer

[B63] FeiZJoungJGTangXZhengYHuangMLeeJMMcQuinnRTiemanDMAlbaRKleeHJGiovannoniJJTomato Functional Genomics Database: a comprehensive resource and analysis package for tomato functional genomicsNucleic Acids Res2011391156116310.1093/nar/gkq991PMC301381120965973

# Supplementary material for: Reduction of photosynthetic sensitivity in response to abiotic stress in tomato is mediated by a new generation plant activator
**Source:** BMC Plant Biol. 2013 Jul 30;13:108. doi: 10.1186/1471-2229-13-108
**Supplement:** Additional file 1 — Details of the ‘Alethea’ composition. Breakdown of the components of the Alethea plant activator, including citation of relevant patent information as related to proprietary product technology.

Additional file 1

The ‘Alethea’ plant activator was supplied by Plant Impact PLC (Preston, UK), and was composed of a combination of potassium dihydrojasmonate (PDJ), sodium benzoate (SB), and L-arginine (Arg), as defined by the family of international patents arising from [PCT/GB2005/001562](#). The composition was further augmented by several plant nutrients (Table 1).

Table 1. Nutritional constituents of this experimental formulation of the Alethea formula. All values quoted are prior to dilution of Alethea compound for experimental use.

Nutrient	% contribution to Alethea compound
Zinc (Zn)	2.0
Iron (Fe)	2.0
Manganese (Mn)	1.0
Copper (Cu)	0.5
Magnesium oxide (MgO)	0.5
Boron (B)	0.025

How the deposited data were processed for this re-analysis (not part of the article)

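RNA from tomato leaves was measured on 12 arrays of 1 design, 3 for each of the 4 groups WW, WS, AW and AS, as named in the paper. Leaves of 3 plants were pooled for each array, and each group was sampled in 3 replicate experiments, called occasions here. The deposited table holds the authors' GCRMA log2 values for 10209 probe sets, and the version of GCRMA is not stated. The array signals themselves were not used here, so background correction, normalisation and summary of probes are the authors'. All 12 columns were matched to groups by their sample labels. Array medians lay between 7.66 and 7.76.

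Probe sets with a mean log2 value above 3.2 in at least 1 group were kept, as in the paper's methods, which left 7779. The values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, constant prior), with 4 group means and the occasion as a block. The residual degrees of freedom were 6 and the prior degrees of freedom 2.63, and the number of arrays limits the precision. Contrasts were the salt and Alethea main effects, the 4 pair-wise comparisons of the paper and the interaction of salt and Alethea. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over the probe sets kept. Rank Product, the method of the paper, was written in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 and run on the 6 within-occasion pairs of each factor, with 1000 permutations and an estimated false discovery rate of 0.05 in each direction. Exact tests of the control transcripts were two-sided sign-flip tests over 6 pairs and, added after the results were seen, over whole occasions. Correlations and rank sum tests used scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

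Pairing by occasion rests on the paper's description of 3 replicate experiments and was checked on the values. Deviations from the group means had an r of 0.44 to 0.88 in the 18 pairs of arrays of 1 occasion, and of -0.79 to 0.62 between occasions. A first component with 57.8 percent of the variance set the arrays of occasion 1 apart from the others. The fit without the block was run as an alternative.

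Gene symbols came from the array's annotation, which gives 1 symbol to 909 probe sets and none to 9300. Of those with a symbol, 702 were kept by the filter. Other names were taken from the paper's additional files. In the plan, 46 gene lists were written as text patterns, and their members were then written by hand from the symbol table after it had been read and before any fit, which gave 20 lists. They cover xyloglucan endotransglycosylases, expansins, pectin-modifying enzymes with beta-galactosidases, ethylene signalling, ethylene biosynthesis, jasmonate biosynthesis and jasmonate response markers. Further lists are salicylate and pathogenesis-related genes, ABA response, proline metabolism, arginine and polyamine metabolism, nuclear light-reaction genes and antioxidant enzymes. The last are carotenoid synthesis, ribosomal proteins, WRKY factors, heat shock proteins, ion transport, cell cycle and Affymetrix controls. Many hold few probe sets. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 20 lists in each contrast, and the calls were repeated with an estimated correlation, with which the one call kept was that of the xyloglucan endotransglycosylases under salt after Alethea. The test called fry asks whether the genes of a list move one way on balance and compares them with no other genes.

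Named genes were the 10 with the largest change in each direction among probe sets called by limma and changed the same way in all 6 pairs, and every gene that the paper names. Probe sets without a name were passed over. The group means in the paper's additional files had been seen when this rule was written. For salt, the same rule was applied to Rank Product calls after limma was seen to call 3 probe sets. Lists of probe sets and clusters in the paper's additional files were read as given, and they hold 386 probe sets for Alethea. The 21 organelle-encoded probe sets are those that the paper's additional files describe as such, 12 of which were listed at first, and all were listed after the results were seen.

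The tests were tried on simulated data with the same design and 7779 probe sets. The simulated noise was independent between arrays, and each change was the same in every occasion. The real Alethea changes were alike within an occasion and differed between occasions, so the simulation cannot give recovery or false calls for them. With 100 probe sets changed by 1 log2 unit and 100 by 2, limma recovered 85 and 98 for salt and 85 and 96 for Alethea, and called 6 and 14 of the 7579 others. Rank Product recovered 97 and 100 for salt and 94 and 100 for Alethea, and called 82 and 81 of the others. These 82 and 81 are a larger share of its calls than the false discovery rate set. The estimated rate of Rank Product was thus too low in the simulated data, and may be too low in the real data.

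Alternatives planned before the data were examined were no block, no filter, a stricter filter (mean above 5), a further quantile normalisation, median centring, an intensity trend in eBayes, each occasion left out, fits of only the groups compared, Rank Product, unique probe sets, calls of at least 1 log2 unit, and, for lists, an estimated correlation, a Wilcoxon rank sum test and 1 probe set per gene. Added after seeing the data were a block for each occasion and pre-treatment, means per pre-treatment, a fit without the WW and WS arrays of occasion 2, Rank Product without each occasion, the test of Alethea by occasion, the completed organelle list, the exchange of labels by whole occasions, new tests of 5′ loss and of a like effect in every occasion, the opposite slope and the ratio for the size of the salt response. Gas exchange, RT-PCR and methyl viologen measurements were not analysed here, and the MapMan and GO classes of the paper were not used here.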

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

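The tests of the patterns in this part were all chosen after the results were seen, apart from the exchanges of labels within occasions, which were planned, and their restriction to whole occasions was chosen after. The pairs of arrays of 1 occasion were more alike than pairs of different occasions, with a mean r across probe sets of 0.53 against 0.26 for Alethea and 0.26 against 0.20 for salt, so labels were exchanged by whole occasions. This leaves 4 splits of the arrays for each comparison, too few for a share under 0.05. The real counts were 3 for salt, 636 for Alethea, 3 for WS against WW, and 0 for AS against AW, AW against WW, AS against WS and the interaction, and the highest of the other splits was 0 in each. The real count was reached by 1, 1, 1, 4, 4, 4 and 4 of the splits. With means per pre-treatment and occasion, limma called 0 probe sets for Alethea (smallest adjusted p 0.22, with 1506 at an unadjusted p under 0.05).

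The Alethea change differed between occasions. By a limma test of the difference itself, 163 of 7779 probe sets had another Alethea change in occasion 1 than in occasions 2 and 3, and 1281 had an unadjusted p under 0.05. Of 125 probe sets with a mean change over 1.5 log2 units in occasions 2 and 3, 79 were under 0.5 in occasion 1. Exchanged pre-treatment labels in occasion 1 are argued against, as the median change there, turned to the sign of the other occasions, was 0.00 (quartiles -0.36 and 0.30), and so are the WW and WS arrays of occasion 2 as the only source, as 261 probe sets chosen in occasion 2 had a median of 0.60 in occasion 3 (quartiles 0.21 and 1.30). Whether water-treated plants of occasion 1 already resembled Alethea-treated plants cannot be decided by the test chosen. In the water arrays of occasion 1, 36.8 percent of the 125 (46) lay nearer to the Alethea level of occasions 2 and 3. In the Alethea arrays of occasion 1 only 37 did, so plants that were alike could also give so low a share. A weaker uptake or response of the plants of occasion 1 may remain too, untested.

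Organelle-encoded transcripts were higher after Alethea in occasions 2 and 3, and for 13 of 21 probe sets the change of occasion 1 differed from that of the others by the same test. More ribosomal RNA in the Alethea extracts is argued against by its mean change, over 2 probe sets, of -2.68 in occasion 2 and -0.06 in occasion 3. An Alethea effect alike in every occasion is argued against by those 13, as the test was adjusted over all 7779 probe sets, though none of the 3 that the paper lists for salt alone differed (smallest adjusted p 0.83). A loss of 5′ RNA ends is argued against as the cause, since the rise of the 3′ minus 5′ difference in occasion 1, where the median organelle change was -0.10, was at least 96.2 percent of that in occasions 2 and 3 for each control transcript. Water levels also differed between occasions. Ycf4 read 10.41 (WW) and 10.07 (WS) in occasion 1, against 6.25 to 8.51 in these arrays of occasions 2 and 3. The AW and AS arrays of those occasions read 10.56 to 11.96. Cytochrome f shifted likewise. For S7, cemA and the F1-ATPase alpha subunit, water levels of occasion 1 lay nearer to those of occasions 2 and 3. Higher levels in the Alethea-treated plants or lower ones in the water-treated plants of occasions 2 and 3 may remain, untested.

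The 5′ actin control probe set, a signal that the paper does not report, was lower after Alethea by a log2 change of -0.72 (limma adjusted p = 0.031), in 6 of 6 pairs, and the middle probe set by -0.45 (adjusted p = 0.031), while the 3′ probe set changed by -0.06 (adjusted p = 0.56). A loss of 5′ ends in every transcript could give this, but the smallest rise of the 3′ minus 5′ difference over the 3 control transcripts was 0.16, for GAPDH. Each rise was seen in 6 of 6 pairs, with an exact sign-flip p of 0.031 over pairs, which takes pairs of 1 occasion as independent, and of 0.25 over whole occasions, the smallest that 3 can give. Whether the RNA or the plants differed cannot be told apart, because every Alethea extract shared the pre-treatment.

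The bacterial hybridisation controls averaged 12.47 in the WW array of occasion 2, in data that the paper does not report, against at most 11.69 in the arrays other than WW and WS of that occasion.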

How the results depend on the processing

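The alternatives named as Rank Product without an occasion, block within pre-treatment, pre-treatment means and without the WW and WS arrays of occasion 2 were chosen after seeing the data. No result reversed in any alternative run. Counts that stayed within 1.5 times, or calls on the same side of the threshold, made up most of the 1695 settings of named genes, with 290 weaker and 130 stronger, but 0 of 132 named gene results were the same in every setting. Alternatives that alter only the test leave the changes as they are, so in those no sign could reverse. The limits are the 3 occasions, since leaving out 1 of them leaves 2, and signal near background, since the filter asks for only 1 group above 3.2 and leaves dim values in the others. The cause of each change in count was not tested.

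Salt called 3. It gave 0 without the block, 6 with no filter, 10 with the stricter filter, 5 with quantile normalisation, with median centring and with unique probe sets, 35 with the intensity trend, 1 without the WW and WS arrays of occasion 2, 231 with Rank Product, and 128, 83 and 30 with Rank Product without occasions 1, 2 and 3. Alethea called 636. It gave 0 without the block, with pre-treatment means and without the WW and WS arrays of occasion 2, 75 at 1 log2 unit or more, 371 with Rank Product, and 333, 88 and 78 with Rank Product without occasions 1, 2 and 3. At an unadjusted p under 0.05, limma had 924, 1506 and 1613 in those 3 fits with 0 calls. Both factors shared 1, and 0 without the block and without the WW and WS arrays of occasion 2, 4 with no filter, 3 with the stricter filter, 2 with quantile normalisation, with centring and with unique probe sets, 8 with the trend and 51 with Rank Product. WS against WW called 3, and 0 without the block, with no filter, with only the groups compared and with the block within pre-treatment, 5 with the trend and 1 without the WW and WS arrays of occasion 2. AW against WW called 0, 3 with the stricter filter (RNALE, Pm27 and a probe set without a gene name) and 1 with the trend (RNALE). With 1 occasion left out, the limma counts were 0 to 1 for salt, 0 to 486 for Alethea, 0 to 0 for both, 0 to 0 for WS against WW, 0 to 46 for AW against WW and 0 to 18 for AS against WS. AS against AW and the interaction called 0 in every limma setting run. The slope of the salt response, 0.59, was 0.32 to 0.60. Alethea by occasion called 163, and 93 with the stricter filter.

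Lists called by camera were 4 for salt, 4 for Alethea, 3 for WS against WW, 4 for AS against AW, 4 for AW against WW, 3 for AS against WS and 1 for the interaction. With an estimated correlation these were 0, 0, 0, 1, 0, 0 and 0. The Wilcoxon test gave 7 for AS against AW and 3 for the interaction, and Alethea had 2 lists without the block and 1 without the WW and WS arrays of occasion 2. With 1 occasion left out they were 2 to 6 for salt and 1 to 3 for Alethea. Of the small counts, the 5 for salt added a poly(A) polymerase and a phosphatase 2C, and the 1 without the WW and WS arrays of occasion 2 was a probe set without a gene name, all picked out after their values were seen. Of the named genes, 50 of 132 results were weaker without the block.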

Differences from the paper's values

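The paper's count of probe sets responsive to salt is 223, and limma called 3 here. Of the alternatives set before the data were examined, Rank Product, the paper's method at its threshold, came within 1.5 times with 231. No block, no filter, the stricter filter, quantile normalisation, median centring, the intensity trend, each occasion left out, unique probe sets and at least 1 log2 unit did not. For Alethea the paper's count is 388 and limma called 636. No filter (439), without replicate 1 (486) and Rank Product (371) came within 1.5 times, while no block, the stricter filter, quantile normalisation, median centring, the intensity trend, without replicate 2, without replicate 3, unique probe sets and at least 1 log2 unit did not. The paper's count common to both responses is 51 and limma called 1. Rank Product gave 51, and none of the other alternatives set before the data were examined came within 1.5 times. The filter as the paper describes it kept 7779 probe sets here, 20 fewer than the paper counts. The paper's additional file lists 386 probe sets for Alethea, where its text counts 388. The threshold of limma was an adjusted p of 0.05 and that of the paper a false discovery rate of 5 percent.

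The paper states that carotenoid genes were induced by salt only after Alethea. The list passed there and not in plants without Alethea, but the interaction had an adjusted p of 0.779. It also states that changes in cell wall genes under salt were enhanced by Alethea and those in protein turnover reduced. The camera interaction of the xyloglucan endotransglycosylases had an adjusted p of 0.389, that of expansins 0.0749 and that of ribosomal proteins 0.981. These lists are small parts of the classes in the paper's statement. The ribosomal list holds 6 probe sets, and protein degradation was not tested as a list, so the statement on protein turnover was not tested as such. In the Wilcoxon rank sum test, which the paper used, the expansin interaction passed, with an adjusted p of 0.0201 and lower values, the direction that the paper states, but with an estimated correlation camera gave an adjusted p of 0.598. Its main impression is that the salt response was much reduced after Alethea. The interaction has a larger SE than a main effect, so its test may miss a modest reduction. Limma and the alternatives run with it called 0 probe sets for the interaction. The sizes over 200 probe sets had ratios of 0.85, 0.96 and 0.85, which noise draws toward equality, so they may also hide a reduction. The medians turned to the sign they had when chosen had ratios of 0.10, 1.81 and 0.90. In the paper's Cluster 8 the change was smaller after Alethea for 57 of 65 probe sets. The paper states that few of the usual jasmonate markers responded to Alethea. Leucine aminopeptidase A1 rose by 1.24, and the jasmonate response markers, a list that includes arginase 2, were higher (camera adjusted p = 0.0117). That call was lost at an adjusted p = 0.608 with an estimated correlation. Proteinase inhibitor II, TR8 and the biosynthesis genes were not called.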

Other observations

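Enzymes that remove reactive oxygen moved in both directions after Alethea. The superoxide dismutase SODCC.1 rose by 0.61 log2 units (limma adjusted p = 0.031), in 6 of 6 pairs, and the glutathione transferase GST-T4 by 0.90 (adjusted p = 0.042), in 5 of 6. The iron superoxide dismutase FESOD had a change of -0.45 (adjusted p = 0.037) and was lower in 6 of 6 pairs. The plastid SODCP.2 changed by 0.95 (adjusted p = 0.099) and was called higher by Rank Product, while the probe sets of APX2, CAT2 and DHAR1 changed by -0.20 to 0.01. As a list, the 16 probe sets did not differ from others for Alethea (camera adjusted p = 0.841) or for salt (0.783). Without occasion 2 or without occasion 3, limma called none of these genes, nor any other probe set for Alethea.

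Genes of cell division had no call after Alethea, with CycA2 at 0.47 (adjusted p = 0.050), CDKB2 at 0.48, CDKB1 at 0.45 and the inhibitor krp1 at -0.54, and a list adjusted p of 0.318. The ABA response genes (ER5 at 1.19, LEA14 at 0.50) and ion transport genes (NHX2 at 0.18, LHA1 at -0.11) had list adjusted p-values of 0.622 and 0.95. A ubiquitin-protein ligase changed by -1.04 (adjusted p = 0.0281) and CSN6A, a COP9 signalosome subunit, by -1.03 (adjusted p = 0.0412).

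The 47 Affymetrix control probe sets were lower after Alethea, with a median of -0.40 and a camera adjusted p of 1.66e-05, which became an adjusted p = 0.608 with an estimated correlation. The 27 bacterial controls read 12.47 and 12.41 in the WW and WS arrays of occasion 2, and in occasion 1 they were higher in AW (11.34) than in WW (11.12). In AS against WS plants the adjusted p was 0.000905, or 0.814 with an estimated correlation, and for salt it was 0.115. Across probe sets, which are not independent replicates, the Alethea changes had an r of 0.17 between occasions 1 and 2, 0.29 between 1 and 3 and 0.60 between 2 and 3, and the salt changes 0.08, 0.40 and 0.39. One probe set in the paper's list was under the filter. Counts with the filter set on linear values above 10 or on group medians were 7789 and 7684 probe sets.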
